# The karrikin receptor KAI2 promotes drought resistance in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1007076

**Published:** 2017-11-13

**Authors:** Weiqiang Li, Kien Huu Nguyen, Ha Duc Chu, Chien Van Ha, Yasuko Watanabe, Yuriko Osakabe, Marco Antonio Leyva-González, Mayuko Sato, Kiminori Toyooka, Laura Voges, Maho Tanaka, Mohammad Golam Mostofa, Motoaki Seki, Mitsunori Seo, Shinjiro Yamaguchi, David C. Nelson, Chunjie Tian, Luis Herrera-Estrella, Lam-Son Phan Tran

## Abstract

Drought causes substantial reductions in crop yields worldwide. Therefore, we set out to identify new chemical and genetic factors that regulate drought resistance in *Arabidopsis thaliana*. Karrikins (KARs) are a class of butenolide compounds found in smoke that promote seed germination, and have been reported to improve seedling vigor under stressful growth conditions. Here, we discovered that mutations in *KARRIKIN INSENSITIVE2* (*KAI2*), encoding the proposed karrikin receptor, result in hypersensitivity to water deprivation. We performed transcriptomic, physiological and biochemical analyses of *kai2* plants to understand the basis for *KAI2*-regulated drought resistance. We found that *kai2* mutants have increased rates of water loss and drought-induced cell membrane damage, enlarged stomatal apertures, and higher cuticular permeability. In addition, *kai2* plants have reduced anthocyanin biosynthesis during drought, and are hyposensitive to abscisic acid (ABA) in stomatal closure and cotyledon opening assays. We identified genes that are likely associated with the observed physiological and biochemical changes through a genome-wide transcriptome analysis of *kai2* under both well-watered and dehydration conditions. These data provide evidence for crosstalk between ABA- and KAI2-dependent signaling pathways in regulating plant responses to drought. A comparison of the strigolactone receptor mutant *d14* (*DWARF14*) to *kai2* indicated that strigolactones also contributes to plant drought adaptation, although not by affecting cuticle development. Our findings suggest that chemical or genetic manipulation of *KAI2* and *D14* signaling may provide novel ways to improve drought resistance.

## Author summary

MORE AXILLARY GROWTH2 (MAX2) is a central regulator of both strigolactone and karrikin (KAR) signaling pathways, which control many aspects of plant growth and development. MAX2 promotes plant resistance to drought. Application of a strigolactone analog enhances plant adaptation to drought, implying that strigolactone signaling regulates this trait; however, the potential contributions of the KAR signaling pathway to plant drought responses have not been explored. In this study, the functions of the KAR receptor KARRIKIN INSENSITIVE2 (KAI2) were analyzed to elucidate the role of KAI2-mediated signaling in plant drought adaptation. Our results indicate that the KAI2 signaling positively regulates drought resistance of *Arabidopsis* plants by both drought avoidance and drought tolerance strategies, such as through enhancing cuticle formation, stomatal closure, cell membrane integrity and anthocyanin biosynthesis. Our findings provide potential for manipulation of KAR- and/or strigolactone-mediated signaling pathways for improvement of drought resistance.

## Introduction

Water deficit is a major constraint to crop productivity worldwide. As water resources are increasingly challenged by climate change and the demands of a growing human population, improvement of water use efficiency and development of drought-resistant crops will be critical innovations for agriculture [1]. Intensive efforts have been made toward discovering the hormones and genetic networks that control drought adaptation in plants, with the goal of developing chemical or genetic tools to manipulate drought resistance in the field. The most well-known drought-related phytohormone is abscisic acid (ABA), which accumulates in response to drought and other abiotic stresses. ABA triggers various physical and physiological mechanisms for plant protection, including stomatal closure, cuticle formation, and production of protective metabolites [2–4]. Another phytohormone, strigolactone (SL), was recently reported to promote drought resistance in several plant species, including *Arabidopsis thaliana*, *Lotus japonicus*, and *Solanum lycopersicum*, through both ABA-dependent and ABA-independent pathways [5–8]. SLs are perceived by the α/β-hydrolase protein DWARF14 (D14), which undergoes a conformational change after SL hydrolysis that promotes interactions with the F-box protein MORE AXILLARY GROWTH2 (MAX2)/DWARF3 (D3) and downstream effectors in the SUPPRESSOR OF MAX2 1 (SMAX1)-LIKE (SMXL)/DWARF53 (D53) family [9,10]. MAX2 functions as an adapter component of an Skp1–Cullin–F-box (SCF) E3 ubiquitin ligase complex that targets D53 in rice and its orthologs in *Arabidopsis*, SMXL6/7/8, for polyubiquitination and proteasomal degradation.

Intriguingly, MAX2 is not only a central regulator of SL signaling, but is also necessary for responses to karrikins (KARs) [9,11,12]. KARs are a class of butenolide compounds found in smoke that are thought to be ecologically important triggers of seed germination in the post-fire environment [13,14]. KAR treatment has additional effects on *Arabidopsis* growth that include inhibition of hypocotyl elongation, and promotion of cotyledon expansion and greening in seedlings [13]. The KAR signaling mechanism is likely to be very similar to that of SLs. In *Arabidopsis*, KAR perception requires KARRIKIN INSENSITIVE2 (KAI2)/HYPOSENSITIVE TO LIGHT (HTL), an ancient paralog of D14 [11]. Direct association of MAX2 and KAI2 has not been demonstrated, but residues that are required for D14 interaction with MAX2 are conserved in KAI2 proteins. Epistasis tests demonstrated that SMAX1 and SMXL2, which are in the same gene family as the SL pathway targets, act downstream of MAX2 as repressors of KAR responses; therefore, they are putative substrates of a KAR-activated KAI2-SCF^MAX2^ complex [15]. It must be noted that although *Arabidopsis* KAI2 can bind KARs *in vitro* and mediate growth responses to KAR treatments, KAR perception may not be its typical function. Instead, KARs may function as natural analogs of a hypothetical, endogenous KAI2 ligand (KL). Supporting this idea, KAI2 proteins with specialized ligand preferences have been identified in root parasitic plants; a KAR-responsive *KAI2i* paralog from *Striga hermonthica* only partially rescues *Arabidopsis kai2* mutants, whereas a highly conserved *KAI2c* paralog from *Pheliphanche aegyptiaca* fully rescues *kai2* but is not responsive to KAR_1_ [16,17]. Therefore, KARs may be useful as lead compounds to develop novel agonists of KAI2 signaling that improve crop performance.

Because MAX2 functions in two pathways, *max2* phenotypes cannot be readily attributed to defects in the SL, KAR/KL, or both signaling mechanisms. Further complicating the matter, a commonly used SL analog known as GR24 is typically synthesized as a racemic mixture; one GR24 enantiomer has the stereochemical configuration of natural SLs and selectively activates D14, whereas the other has an unnatural configuration and can activate both KAI2 and D14 in *Arabidopsis* [18]. Two studies have shown that *Arabidopsis max2* mutants have less drought-resistance than wild-type (WT), but it has been unclear whether this is due to a SL signaling defect because contradictory drought-sensitive phenotypes have been reported for SL-deficient mutants [5,6]. Spraying plants with *rac*-GR24 promotes survival after water deficit in both WT and SL-deficient *max* mutants [5], but this does not exclude the possibility that this is due, at least in part, to KAI2 activation. As KAR-containing smoke-water has been shown to increase germination, seedling vigor, and survival in crops grown under stressful environments, including high temperature and low osmotic potential conditions [14,19], we hypothesized that KAI2 signaling may contribute to MAX2-dependent drought resistance. Here we demonstrate a role for *KAI2* in survival of *Arabidopsis* plants after water deficit, and identify physiological and molecular explanations for this function, suggesting the importance of an as-yet-unknown signal KL and KAI2-dependent signaling in plant drought resistance. Additionally, by analyzing the drought resistance of SL-specific *d14* and *kai2* receptor mutants we find that both pathways promote plant adaptation to water deficit.

## Results

### *kai2* mutant plants are hypersensitive to drought

To investigate whether KAI2-mediated signaling contributes to drought resistance in *Arabidopsis*, we examined the effects of *KAI2* loss-of-function on plant growth during water deficit using the gravimetric method [20]. We found that the biomass of *kai2-2* mutant plants was higher than that of WT when they were grown under well-watered conditions (Fig 1A). However, the biomass reduction of *kai2-2* mutants was higher than that of WT when they were grown under similar low soil water content after water withholding (Fig 1B and 1C). Additionally, when the *kai2-2* and WT plants were grown under high density in the same pots, we observed that *kai2-2* mutant plants displayed higher sensitivity to drought than WT (Fig 1D and 1E). These results together suggest that KAI2 signaling promotes adaptation to drought in *Arabidopsis*.

**Fig 1:**
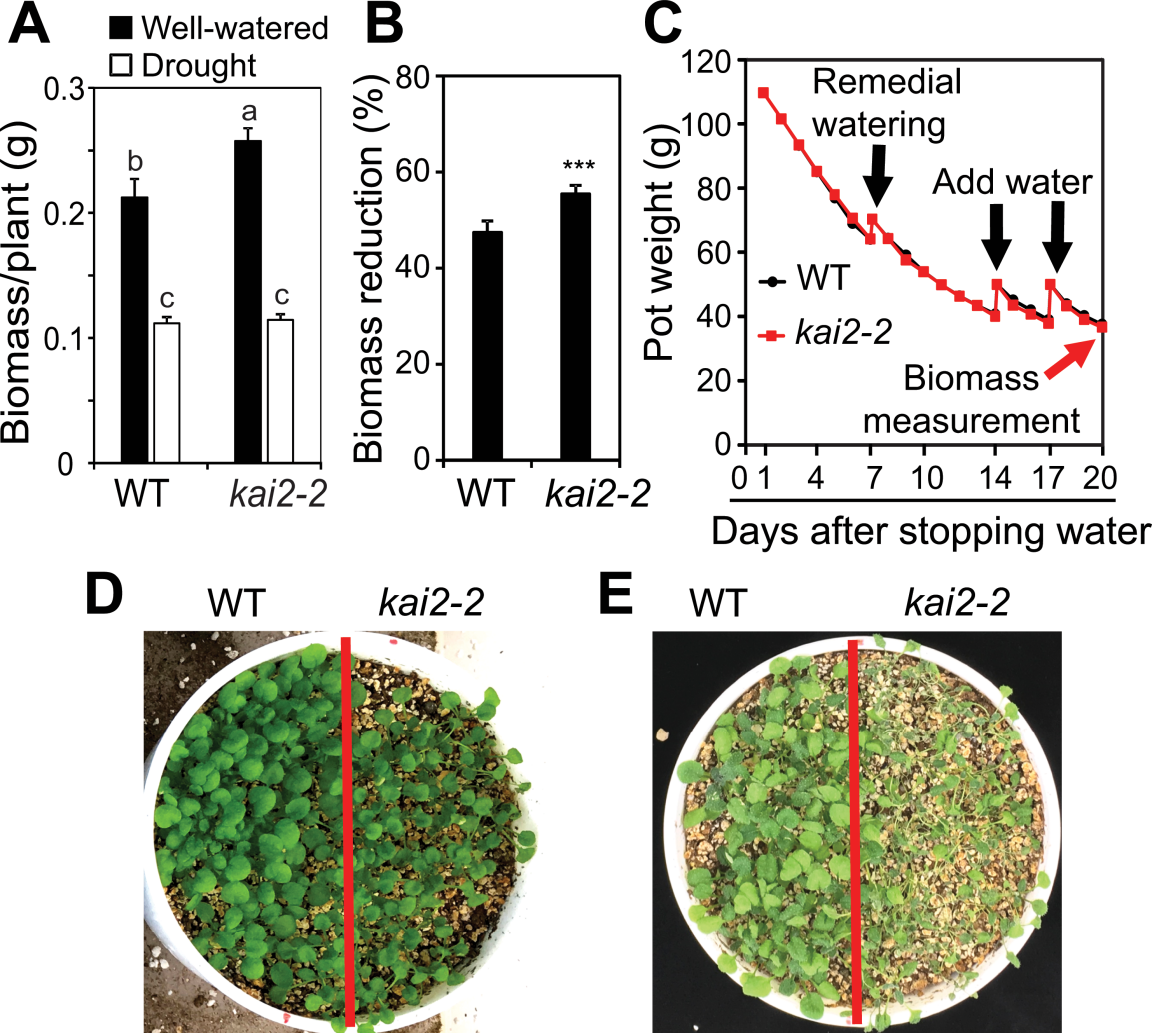
Effects of *KAI2* on drought resistance. (**A**) Biomass of *kai2-2* and WT plants under drought stress and well-watered control (*n* = 9 biological replicates). The different letters above the error bars indicate significant differences (*P* < 0.05) in all combinations according to a Tukey's honest significant difference test. (**B**) Biomass reduction of *kai2-2* and WT plants under drought stress relative to respective well-watered control. Data represent the means and standard errors (*n* = 9 biological replicates). Asterisks indicate significant differences as determined by a Student’s *t*-test, ***P < 0.001. (**C**) Averaged pot weights of *kai2-2* and WT plants during drought stress (*n* = 9 biological replicates). Black arrows indicate when water was added to the root growth area in the soil. Red arrow indicates when biomass was measured. (**D-E**) WT and *kai2-2* mutant plants were grown on water-saturated soil for 8 days. Watering was then stopped for 7 days (**D**) and 14 days (**E**).

### Water loss, drought-induced cell membrane damage, and stomatal opening are increased in *kai2* plants

We next investigated the physiological basis for drought sensitivity in *kai2-2* mutant plants. Consistent with their reduced drought resistance, both *kai2-2* and *kai2-4* plants had lower relative water content (RWC) than WT on drying soil at similar soil moisture contents (Fig 2A and 2B, S1A and S1B Fig). A faster rate of water loss during drought might be attributable to several factors, such as increases in cell permeability and/or gas exchange through stomata. We used an electrolyte leakage assay to assess cell membrane integrity, and found that both *kai2-2* and *kai2-4* plants had higher electrolyte leakage than WT during water deficit (Fig 2C and S1C Fig). Notably, *kai2-2* and *kai2-4* plants had higher electrolyte leakage than WT even at time points when both genotypes had similar RWC (Fig 2D and S1D Fig). This finding implies that the degree of cell-membrane injury induced by water deprivation is more severe in *kai2*, contributing to its drought-susceptible phenotype.

**Fig 2:**
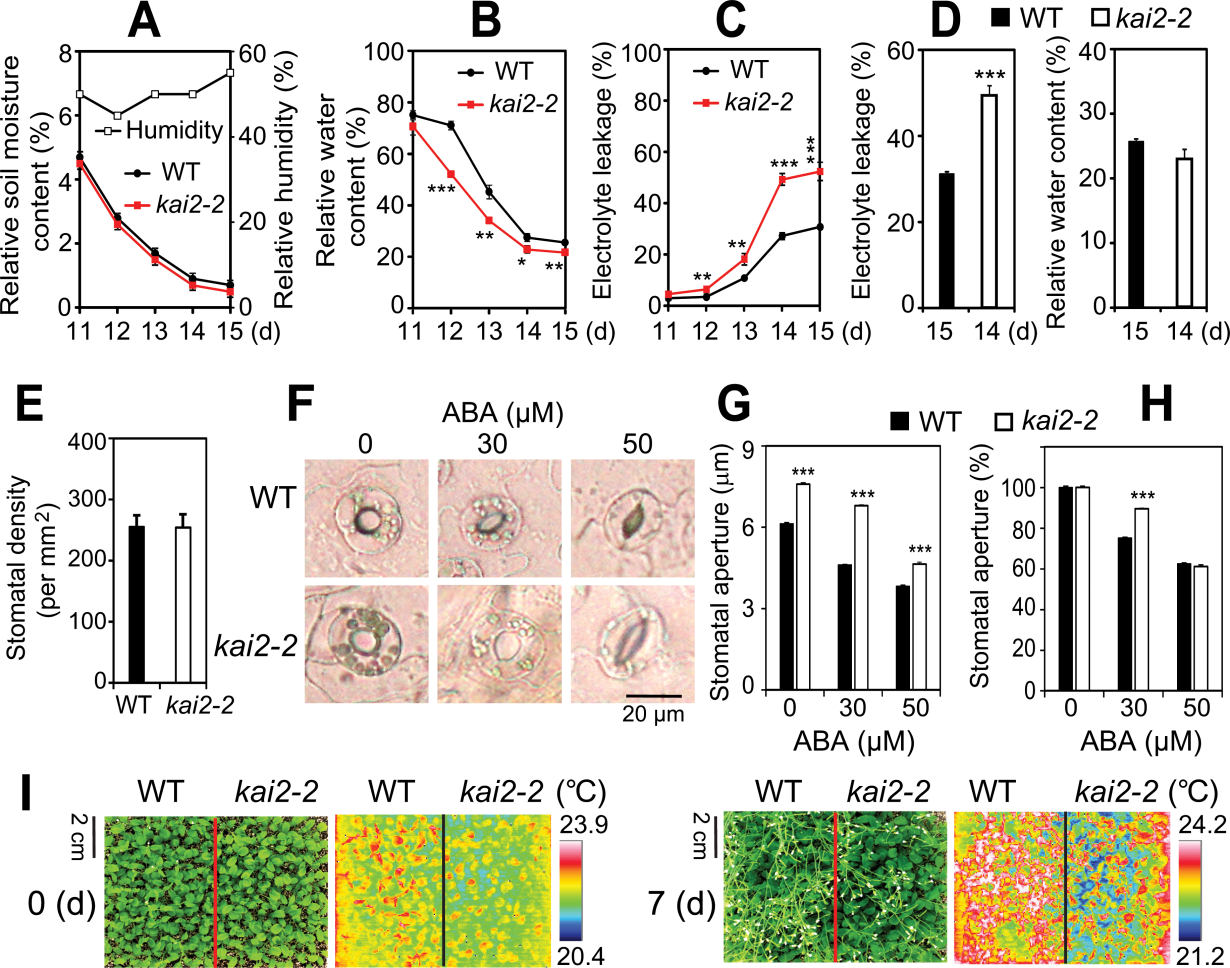
Drought-associated traits of *kai2-2* leaves. (**A-C**) *kai2-2* and WT plants were grown and exposed to drought. At indicated time points, (**A**) soil relative moisture contents (*n* = 10) and relative humidity, (**B**) leaf relative water content (RWC) (*n* = 4 biological replicates), and (**C**) electrolyte leakage (*n* = 4 biological replicates) were determined. (**D**) Electrolyte leakage (*Left*) of *kai2-2* and WT plants at a similar RWC (*Right*) during drought treatment (*n* = 4 biological replicates). Data represent the means and standard errors. (**E**) Average stomatal density of rosette leaves (abaxial side) from 14-day-old plate-grown *kai2-2* and WT plants. Error bars represent standard errors (*n* = 15 leaves/15 independent plants/genotype). (**F**) Representative guard cells of rosette leaves from 21-day-old plate-grown *kai2-2* and WT plants treated with 0, 30 and 50 μM ABA. (**G-H**) Average width of stomatal aperture of rosette leaves from 21-day-old WT and *kai2-2* plants in the presence or absence of ABA. Aperture width are shown in micrometers (**G**) or in percentage of the average aperture width obtained from absence of ABA treatment (**H**). Error bars represent standard errors (*n* = 5 plants; for each plant the average of nine stomatal measurements from a single leaf was calculated). (**I**) Leaf surface temperatures of well-watered WT and *kai2-2* plants before (0 d) and after a 7-d drought period (7 d). Plants were 21-d-old at the start of water withholding. Common optical camera (*Left*) and thermal imaging camera (*Right*) were used to take pictures at the same time. Asterisks indicate significant differences between the genotypes under well-watered control or drought conditions as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001.

We assessed whether differences in stomatal density or movement might also affect the rate of water loss in *kai2-2* plants. Stomatal density was comparable between WT and *kai2-2* rosette leaves (Fig 2E). However, *kai2-2* had larger stomatal apertures than WT plants (Fig 2F and 2G). As ABA is induced during drought and promotes stomatal closure [21], we examined the responses of *kai2-2* and WT stomata to ABA treatment. The stomatal apertures of *kai2-2* plants were significantly larger than WT in the presence of 30 and 50 μM ABA (Fig 2F and 2G). Normalizing the ABA-treated data against the untreated apertures of WT and *kai2-2* stomata indicated that *kai2-2* stomata undergo a similar degree of closure as WT in the presence of 50 μM ABA, but are somewhat less sensitive to an intermediate (30 μM) ABA concentration (Fig 2H).

These results together suggested that *kai2* plants may have increased transpiration rates during water deficit. We used leaf surface temperature measurements as a proxy to compare transpiration between *kai2* and WT plants. We found that the leaf surfaces of both *kai2-2* and *kai2-4* plants were remarkably cooler than WT before and after 7 d of water withholding (Fig 2I and S1E Fig). Our findings collectively indicate that the differences in RWC due to stomatal water losses enhance the susceptibility of *kai2* plants to drought.

### *KAI2* promotes ABA responses and ABA catabolism

The partial reduction in ABA-induced stomatal closure in the *kai2* mutant raised the question of whether ABA responses are broadly impaired, which would likely impact drought adaptation [21]. To test this, we compared the inhibitory effects of ABA on cotyledon opening of *kai2* and WT seedlings. While the cotyledon opening rates of *kai2-2* and *kai2-4* mutants were similar to WT in the absence of ABA, both *kai2* alleles showed decreased sensitivity to ABA treatments (Fig 3A and S1F Fig). Thus, KAI2 positively regulates multiple ABA responses in *Arabidopsis*.

**Fig 3:**
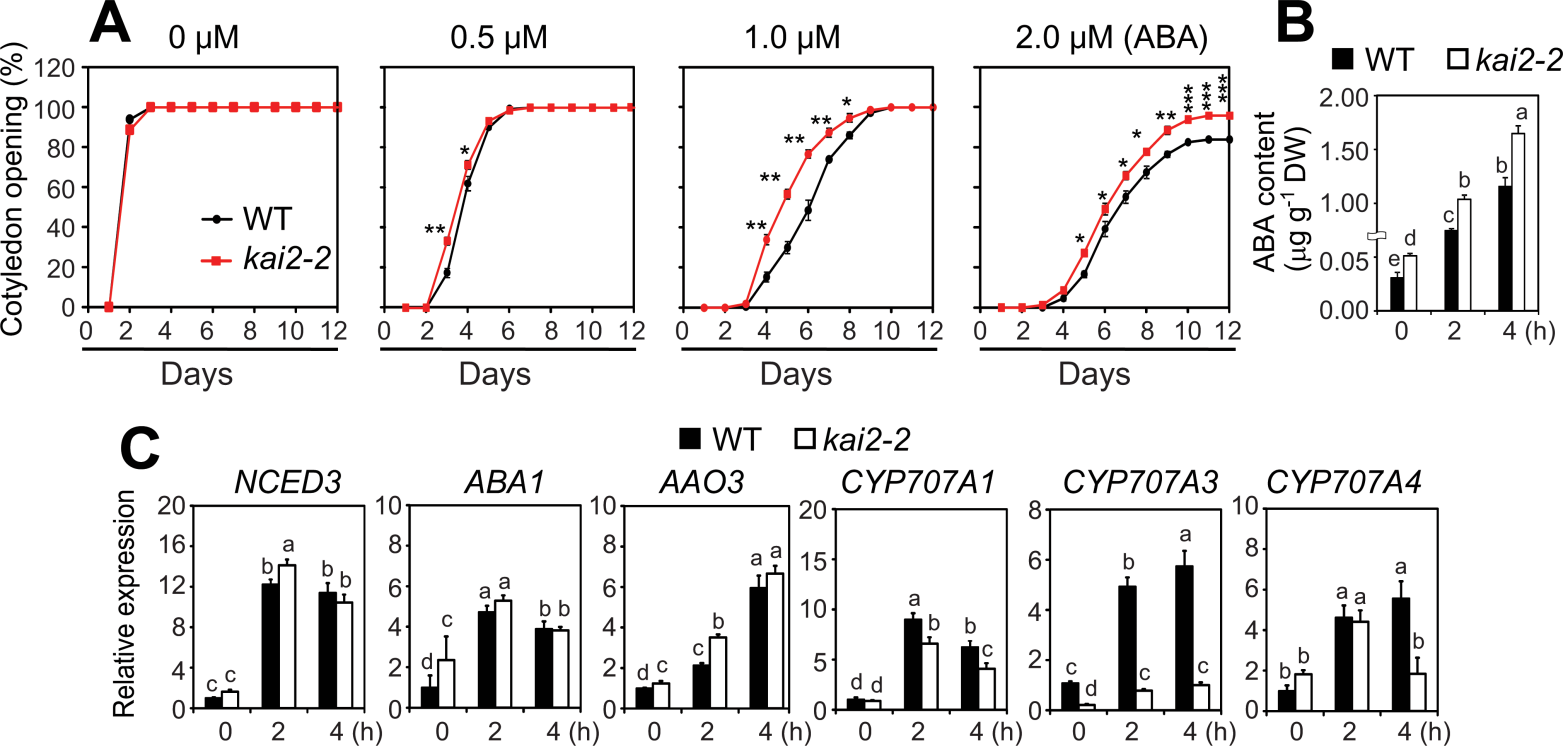
KAI2 effects on ABA responses and metabolism. (**A**) Cotyledon opening percentage of *kai2-2* and WT seedlings in the absence or presence of different concentrations of exogenous ABA. Data represent the means and standard deviation of 3 independent experiments (*n* = 50 seeds/genotype/experiment). Asterisks indicate significant differences as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001. (**B**) Endogenous ABA contents in leaves of 24-d-old *kai2-2* and WT plants under normal and dehydration conditions. Data represent the means and standard errors (*n* = 5 plants). (**C**) Expression of genes involved in ABA biosynthesis and catabolism in leaves of 24-day-old *kai2-2* and WT plants under normal and dehydration conditions. Relative expression levels were normalized to a value of 1 in the WT grown under normal conditions. Data represent the means and standard errors (*n* = 5 biological replicates). The different letters above the error bars indicate significant differences (*P* < 0.05) in all combinations according to a Tukey's honest significant difference test.

Next, we investigated whether *KAI2* might also influence endogenous ABA levels in plants, especially under drought. We measured ABA content in the leaves of *kai2-2* and WT plants during a 4 h time course of dehydration. Interestingly, *kai2-2* leaves had significantly increased endogenous ABA contents than WT before and during dehydration (Fig 3B). To determine whether this was due to differential regulation of ABA metabolism-related genes, we analyzed the expression of several genes involved in ABA biosynthesis (*NCED3*, *ABA1*, and *AAO3*) and catabolism (*CYP701A1*, *3*, and *4*) with quantitative real-time RT-PCR (qRT-PCR). The most striking finding was that *CYP707A3* transcripts were reduced several-fold in both well-watered and dehydrated *kai2-2* plants in comparison to WT controls (Fig 3C). *CYP707A3* encodes a major 8'-hydroxylase of ABA that is highly induced during dehydration [22]. Loss of *CYP707A3* increases ABA content but, in contrast to *kai2-2*, causes ABA hypersensitivity [22]. Putatively, decreased sensitivity to endogenous ABA in *kai2-2* might shift ABA homeostasis to higher levels through feedback reduction of ABA catabolism.

### Comparative transcriptome analysis of KAI2 function during dehydration

To gain broader insights into how KAI2 signaling contributes to drought resistance, we performed transcriptomic profiling of *kai2* and WT leaves undergoing dehydration. A microarray analysis was conducted as illustrated in Fig 4A and 4B. 

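Leaves of 24-d-old WT and *kai2-2* plants were hybridized to one-colour Agilent arrays before dehydration (0 h) and after 2 h and 4 h of dehydration. The 18 arrays form 6 groups (W-C, W-D2, W-D4, M-C, M-D2 and M-D4) with 3 biological repeats each, and this number limits the precision of every value. The authors deposited the scanner output of each array, where the signal of a spot is a Cy3 intensity that the scanner software had corrected for background and for gradients within the array, with surrogate values in place of dim signals. Here, the spots of each of 43603 probes were averaged, the average was taken to the log2 scale, and the 75th percentile of the array was subtracted, so that a value of 0 lies at that percentile. The authors' deposited normalized values, also on the log2 scale, gave the same differences between arrays within 0.01 for 43564 of these probes. Between 67.9% and 73.3% of the spots of an array were well above background by the scanner software's test, with 69.7% to 72.1% in W-C and 67.9% to 71.1% in M-C. A single limma model with a mean for each group was fitted to the 18 arrays, and p-values were adjusted over all probes by the Benjamini-Hochberg method. Where a probe was dim on all 3 arrays of one group, the fold change is given as a lower bound, for which each dim signal was set to the lowest signal that the software called well above background on the same array. In a principal component analysis, the first component held 63.5% of the variance and parted the well-watered leaves from the dehydrated ones. The second component held 17.3% and parted the genotypes at each time, with group means of -66.6 to -57.8 for WT and 51.9 to 68.7 for *kai2-2*.
The probe of *KAI2* (AT4G37470) matches chromosome 4 of TAIR10 from 17617089 to 17617148. Its log2 signal before dehydration was 3.27 ± 0.04 (SD, n = 3) in WT and 1.26 ± 0.20 (SD, n = 3) in *kai2-2*, a log2 fold change of -2.01 (standard error 0.10, adjusted p = 4.46e-09). After 2 h and 4 h of dehydration, the log2 fold change of *KAI2* was -2.73 and -3.97, and at each time every *kai2-2* array was below every WT array. *KAI2* lies in 1 of 4 blocks of the chromosomes in which genes called in *kai2-2* against WT at all 3 times were dense, at 5.13% of the loci of the blocks against 0.660% of the loci outside them.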

The microarray data can be accessed through accession number GSE90622, and the results of the transcriptome analysis are summarized in S1 Table. 

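A gene was called differentially expressed when at least 1 of its probes had a fold change of at least 2 and an adjusted p under 0.05, and 36714 probes could be assigned to 26390 genes. Compared with WT, 560 genes were upregulated and 653 were downregulated in *kai2-2* after 2 h of dehydration (M-D2/W-D2). After 4 h of dehydration (M-D4/W-D4), 801 genes were upregulated and 1112 were downregulated. In WT, dehydration for 2 h upregulated 3975 genes and downregulated 3174 (W-D2/W-C), and dehydration for 4 h upregulated 4385 and downregulated 3909 (W-D4/W-C). In *kai2-2*, the counts were 3858 and 2934 after 2 h (M-D2/M-C) and 4188 and 3708 after 4 h (M-D4/M-C). A gene whose probes were called in opposite directions was counted in both, which concerned 7 to 26 genes per comparison. Of the probes called in M-D2/W-D2 and M-D4/W-D4, 25.5% and 27.2% were dim on all arrays of at least 1 of the groups compared, and this share was 15.8% to 18.6% in the comparisons of dehydrated with well-watered leaves. The normexp background correction in place of the scanner software's gave 394 upregulated and 636 downregulated genes in M-D4/W-D4. Counting only genes outside the 4 blocks of the chromosomes that were dense in genes called at all 3 times, an alternative chosen after seeing the data, left 388 and 505.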

A preset criteria of |fold change ≥ 2| and false discovery rate-corrected *P-*values (i.e. *q*-values) <0.05 was used to identify differentially expressed genes (DEGs) in each comparison (Fig 4B and S2 Table). The microarray data was validated by expression analysis of several selected genes using qRT-PCR (S2 Fig).

**Fig 4:**
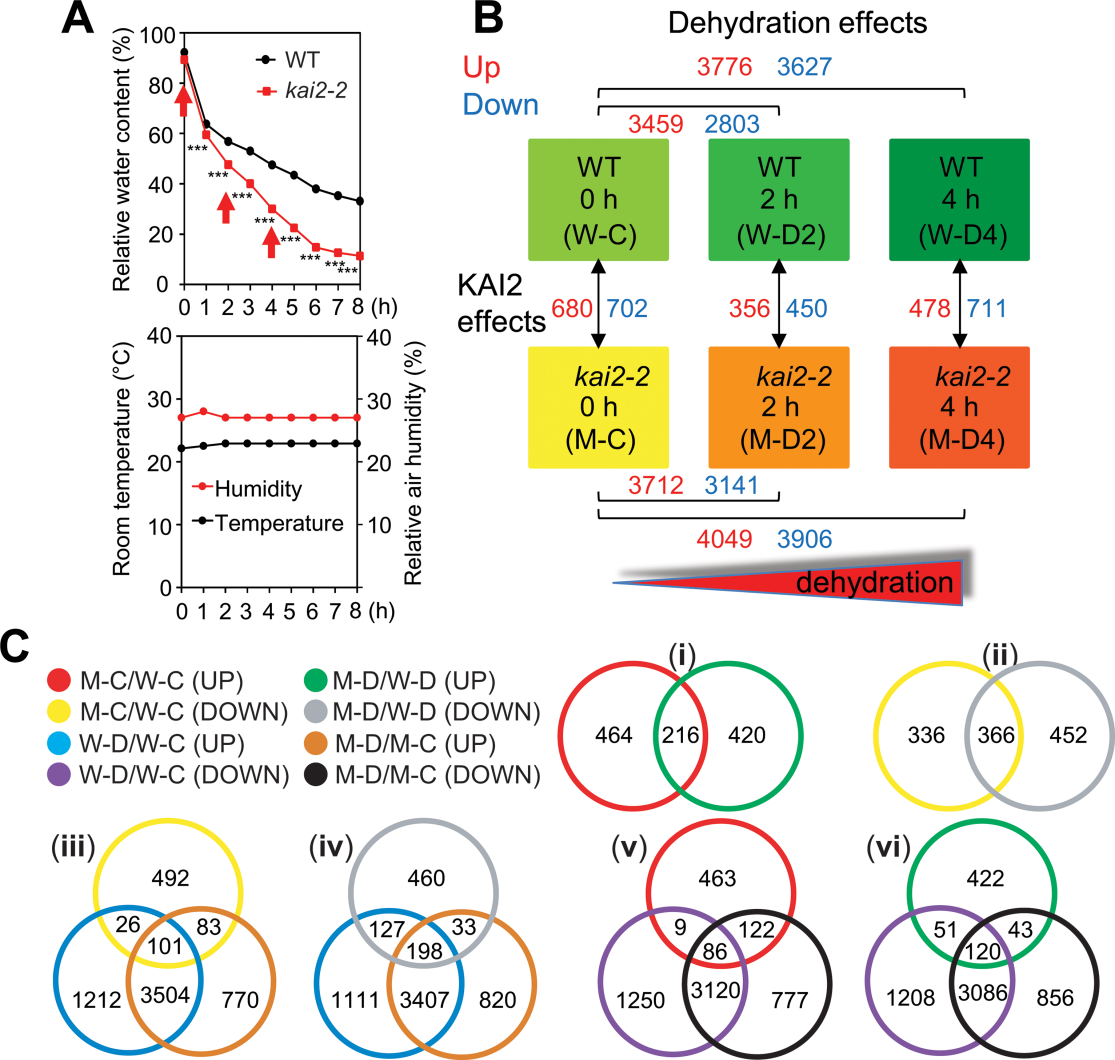
Transcriptome analysis of *kai2-2* and WT plants under normal and dehydration conditions. (**A**) Relative water content (RWC) of leaves from 24-d-old well-watered *kai2-2* and WT plants exposed to dehydration treatment. Data represent the means and standard errors (*n* = 5 plants). Asterisks indicate significant differences according to a Student’s *t*-test, ***P < 0.001. Rosette leaf samples collected in 3 biological repeats at 0, 2 and 4 h (arrows) were used for microarray analysis. Room temperature and relative room humidity were recorded during the dehydration period. (**B**) Diagrams illustrating experimental design and comparisons between the treatments. The number of differentially expressed genes (DEGs) identified from various comparisons are noted in red (upregulated relative to control) or blue (downregulated relative to control). Data were obtained from the microarray analysis of 3 biological repeats. (**C**) Venn diagram analysis showing the overlapping and non-overlapping DEGs among the comparisons. M-C/W-C, *kai2-2* well-watered control 0 h vs. WT well-watered control 0 h; M-D2/W-D2, *kai2-2* dehydrated 2 h vs. WT dehydrated 2 h; M-D4/W-D4, *kai2-2* dehydrated 4 h vs. WT dehydrated 4 h; M-D/W-D, M-D2/W-D2 and/or M-D4/W-D4; W-D2/W-C, WT dehydrated 2 h vs. WT well-watered control 0 h; W-D4/W-C, WT dehydrated 4 h vs. WT well-watered control 0 h; W-D/W-C, W-D2/W-C and/or W-D4/W-C; M-D2/M-C, *kai2-2* dehydrated 2 h vs. *kai2-2* well-watered control 0 h; M-D4/M-C, *kai2-2* dehydrated 4 h vs. *kai2-2* well-watered control 0 h; M-D/M-C, M-D2/M-C and/or M-D4/M-C.

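In well-watered leaves (M-C/W-C), 1078 genes were upregulated in *kai2-2* and 1229 were downregulated, and 11 of them were counted in both directions. The 5 genes with the largest rise and the 5 with the largest fall by the rule for named genes, which goes by size and not by function, were each dim on all 3 arrays of one genotype and well above background on all 3 arrays of the other. AT5G44440, whose probe matches chromosome 5 of TAIR10 from 17910694 to 17910753, was at least 454-fold higher in *kai2-2*. Among the other upregulated genes, AT4G32230 was at least 136-fold, AT3G09380 at least 85.1-fold, *CYP96A5* (AT2G21910) at least 58.3-fold and AT5G48350 at least 45.7-fold higher in *kai2-2*. AT5G45500 was at least 1032-fold lower in *kai2-2*. Among the other downregulated genes, AT5G45430 was at least 559-fold, AT5G42825 at least 476-fold, *emb2731* (AT5G55940) at least 253-fold and AT5G40500 at least 219-fold lower. Of these 10 genes, 9 lie in the blocks of the chromosomes that were dense in genes called at all 3 times, and *CYP96A5* does not. Since *kai2-2* was made in Ler, a Ler variant under a probe could lower its signal without a change in expression. The bounds of the 5 lower genes are therefore bounds on probe signal, and a change in expression was not shown apart from this.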

Under non-stressed, well-watered conditions, 680 transcripts were upregulated and 702 were downregulated in *kai2-2*, as indicated by the M-C/W-C (*kai2-2* control/WT control) comparison (Fig 4B and S2A–S2K Table). We compared the DEGs in well-watered *kai2-2* (M-C/W-C) to those we previously identified in well-watered *max2-3* [5]. We found 66 downregulated genes and 56 upregulated genes in common between *kai2-2* and *max2-3* plants (S3 Table). 

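The *max2-3* samples are those of the earlier study and were not analysed here. Of the 56 genes that S3 Table lists as upregulated in both mutants, 55 have a probe with a locus tag, and 54 of these were upregulated in M-C/W-C. Of the 66 genes listed as downregulated, 64 have such a probe and 63 were downregulated. The study chose these lists in part on the same samples, so the overlap is not independent evidence. From the upregulated list, 38 genes were also upregulated in *kai2-2* after 2 h of dehydration, 30 after 4 h and 27 at all 3 times. From the downregulated list, 38 were downregulated after 2 h, 36 after 4 h and 29 at all 3 times. In the dense blocks of the chromosomes lie 19 genes of the upregulated and 21 of the downregulated list.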

The downregulated genes included several prominent KAR-induced transcripts that were identified in prior studies, such as *DLK2* (*At3g24420*), *BZS1/STH7* (*At4g39070*), *KUF1* (*At1g31350*), *GA3ox1*, *SMAX1* (*At5g57710*), *SMXL2* (*At4g30350*), and *At3g60290* encoding a 2OG-Fe(II) oxidoreductase [11,23–25]. 

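*DLK2* had the largest change of these transcripts, with a log2 fold change of -8.97 (standard error 0.38, adjusted p = 5.90e-10) in M-C/W-C by limma with Benjamini-Hochberg adjustment. Its signal was 1.27 ± 0.12 (SD, n = 3) in WT and -7.71 ± 1.17 (SD, n = 3) in *kai2-2*, where 1 of 3 arrays was well above background. The normexp background correction, which moved this value most, gave -5.86. *KUF1* changed by -4.46 (standard error 0.13, adjusted p = 5.31e-12), and *At3g60290*, which was well above background on 2 of 3 *kai2-2* arrays, by -6.48 (standard error 0.44, adjusted p = 1.29e-07). The log2 fold change was -2.15 (standard error 0.39, adjusted p = 0.00102) for *BZS1/STH7* and -2.08 (standard error 0.23, adjusted p = 1.85e-05) for *GA3ox1*. For *SMAX1* it was -1.19 (standard error 0.12, adjusted p = 6.71e-06). With the replicate number, shared by the samples on one slide, as a block, *BZS1/STH7* was not called. *SMXL2* changed by -1.08 (standard error 0.13, adjusted p = 3.70e-05), and its log2 fold change of -0.95 under the normexp background correction fell short of 2-fold. *BZS1/STH7*, *SMAX1* and *SMXL2* lie in dense blocks of the chromosomes. After 4 h of dehydration, *DLK2* (-7.01), *KUF1* (-1.86), *At3g60290* (-2.69) and *SMXL2* (-1.67) were still called downregulated in *kai2-2*, and *BZS1/STH7* (-0.65), *GA3ox1* (-0.60) and *SMAX1* (-0.77) were not.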

Consistent with our qRT-PCR analysis (Fig 3C), *CYP707A3* was also among this downregulated set of genes. Therefore, our analysis can provide reliable identification of genes that are regulated by *KAI2*.

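The probe of *CYP707A3* (AT5G45340) with the highest signal matches chromosome 5 of TAIR10 from 18368965 to 18369024, in a dense block of the chromosomes. Its signal before dehydration was -2.50 ± 0.25 (SD, n = 3) in WT and -5.22 ± 0.66 (SD, n = 3) in *kai2-2*, a log2 fold change of -2.72 (standard error 0.24, adjusted p = 1.89e-06) from limma with Benjamini-Hochberg adjustment. With the replicate number, shared by the samples on one slide, as a block, this probe was not called in M-C/W-C. Of the 3 probes of *CYP707A3*, 2 were called downregulated in M-C/W-C and 1 had the opposite sign, and after 2 h and 4 h of dehydration all 3 were called downregulated. Dehydration raised *CYP707A3* in both genotypes, by 2.60 on the log2 scale in W-D4/W-C and 2.65 in M-D4/M-C. The related *CYP707A1* was not called in M-C/W-C (-0.66, adjusted p = 0.141), although without W-C replicate 3 its log2 fold change of -1.03 was called. *CYP707A2* was upregulated by 3.88 (standard error 0.26, adjusted p = 8.85e-08). *CYP707A4*, which also lies in a dense block, was not called in M-C/W-C (0.54, adjusted p = 0.185). From the presence of the KAR-induced transcripts and of *CYP707A3* among the genes downregulated in both *kai2-2* and *max2-3*, the latter also seen in its qRT-PCR, the paper concludes that its analysis can reliably identify genes regulated by *KAI2*.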

We found that 216 (31.8%) of the upregulated transcripts and 366 (52.1%) of the downregulated transcripts in well-watered *kai2-2* plants were differentially expressed in a similar manner after 2 h and/or 4 h of dehydration (see comparison to M-D/W-D; Fig 4C(i) to 4C(ii) and S4A and S4B Table). 

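Of the 1078 genes upregulated in M-C/W-C, 358 (33.2%) were also upregulated in M-D/W-D, and of the 1229 downregulated genes, 588 (47.8%) were also downregulated. To see what overlap unrelated differences of the same sizes would give, the differences before and after dehydration were moved separately to other probes of a similar signal in 40 simulated data sets, and the shares fell to 5.41% (range 3.96% to 7.73%) and 7.87% (range 6.20% to 9.71%). At all 3 times, 193 genes were upregulated and 358 were downregulated. Probes of 544 of these genes could be placed on the TAIR10 chromosomes, and 426 (78.3%) lay in 4 blocks that hold 8307 of the 26183 placed loci (31.7%). The blocks span 16708239 to 22152777 on chromosome 1, 1578628 to 8528293 on chromosome 3, 11739596 to 18583303 on chromosome 4 and 14140813 to 26969633 on chromosome 5. Counting only genes outside the blocks, an alternative chosen after seeing the data, moved both shares most, to 23.2% and 32.0%.

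**Figure D1:**
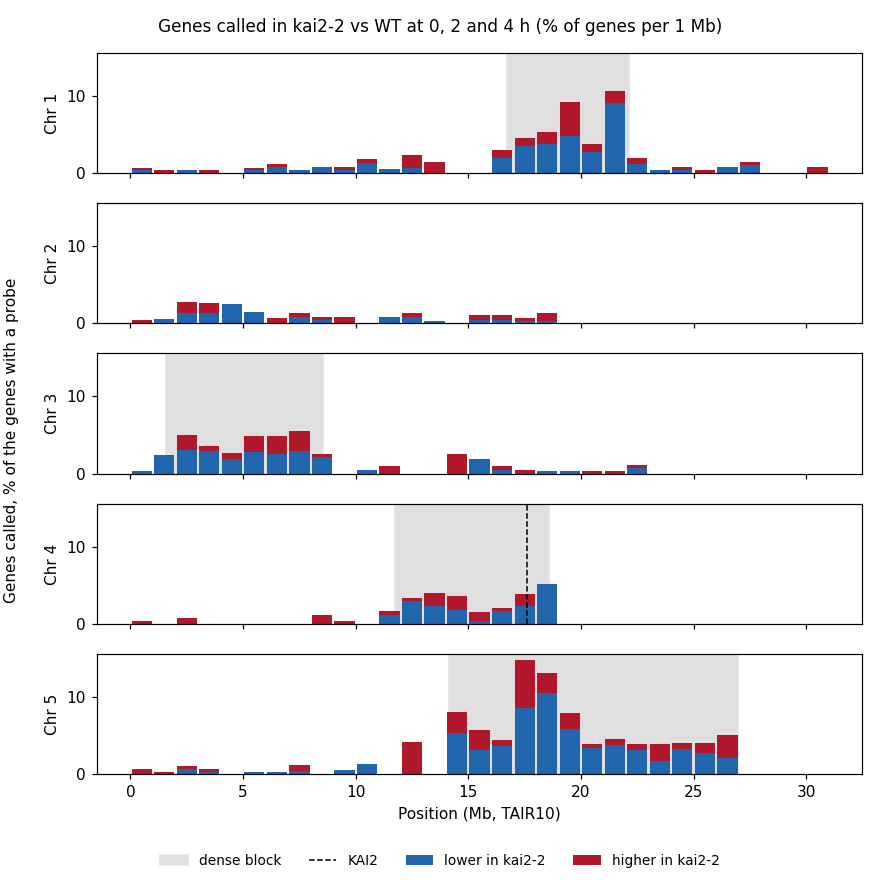
Genes called in *kai2-2* against WT at 0, 2 and 4 h along the 5 chromosomes, in percent of the genes with a probe in each 1 Mb of TAIR10. Blue bars are genes lower and red bars genes higher in *kai2-2*, grey areas are the 4 dense blocks with 426 of the 544 genes, and the dashed line marks *KAI2*.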

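Of the genes called in *kai2-2* against WT after 2 h or 4 h of dehydration, 688 upregulated and 677 downregulated genes were not called in the same direction in well-watered leaves. Before dehydration, the most changed probe had the same sign without a call for 480 of these upregulated and 446 of these downregulated genes. This counts signs with no limit on size or p-value, and chance alone also gives such matches. In the opposite direction, 27 and 24 were called. The difference between the genotypes' responses to dehydration was tested in limma as an interaction of genotype and dehydration. An interaction was called at 2 h or 4 h for 250 (36.3%) of the upregulated and 260 (38.4%) of the downregulated genes. Over all genes, 1083 had a called interaction at 2 h and 1599 at 4 h. At 4 h, the normexp background correction gave 1031 genes. Of the 1599 genes, 954 lie outside the dense blocks.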

Another 420 and 452 unique genes were respectively upregulated or downregulated in *kai2-2* relative to WT only after 2 h and/or 4 h dehydration, which may indicate genes whose regulation by KAI2 is only revealed under the drought condition (Fig 4C(i) and 4C(ii)). A high number of DEGs in *kai2-2* plants were also dehydration-responsive. Specifically, 29.9% and 43.8% of the genes downregulated in *kai2-2* under well-watered (M-C/W-C) or dehydration conditions (M-D/W-D), respectively, were induced by dehydration [Fig 4C(iii) and 4C(iv), and S4F and S4J Table]. Conversely, 31.9% to 33.7% of the genes upregulated in *kai2-2* in this experiment were repressed by dehydration [Fig 4C(v) and 4C(vi), and S4O and S4S Table].

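Genes upregulated by dehydration in WT or in *kai2-2*, at 2 h or 4 h, were taken as induced, 6187 in all. Of the 1229 genes downregulated in M-C/W-C, 540 (43.9%) were induced by dehydration, and of the 1265 genes downregulated in M-D/W-D, 631 (49.9%) were. These comparisons share arrays, and a fall in M-C alone also raises the M-D/M-C fold change. The differences between the genotypes were therefore moved to other probes of a similar signal in 40 simulated data sets with the same shared arrays. When each probe kept its differences at all 3 times, the simulated shares were 59.4% (range 56.2% to 62.2%) for the genes downregulated in M-C/W-C and 38.4% (range 35.3% to 43.3%) for M-D/W-D. When differences that were not called were set to 0, they were 72.1% and 40.1%. The form with all 3 differences kept was written after the result of the other had been seen. In both forms, the observed share was below every simulated data set for M-C/W-C and above every one for M-D/W-D.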

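Repressed genes were those downregulated by dehydration in either genotype, 5377 in all. Among the 1078 genes upregulated in M-C/W-C, 371 (34.4%) were repressed, and among the 1046 genes upregulated in M-D/W-D, 406 (38.8%) were. With all 3 differences of a probe kept, the simulated data sets with shared arrays gave 61.6% (range 53.7% to 65.6%) for M-C/W-C and 32.0% (range 28.6% to 36.8%) for M-D/W-D. With uncalled differences set to 0, they gave 76.2% and 35.2% (range 32.0% to 39.4%), and 1 of the 40 data sets then reached the observed share for M-D/W-D.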

### Transcriptome analysis of *kai2* mutant reveals anthocyanin and cuticle defects

We hypothesized that some of these transcriptional perturbations might reveal altered biochemical or physiological responses that contribute to the reduced drought resistance of the *kai2* plants. Therefore, we used MapMan to perform an in-depth survey of the functional categories of the DEGs identified in *kai2-2* plants (S2–S5 Figs). We found two gene categories to be of particular interest.

First, we noted that many dehydration-inducible genes that positively regulate or carry out the synthesis of anthocyanins/flavonoids, such as *DFR*, *FLS1*, *F3’H*, *GL3*, *MYB75*/*PAP1* and *MYB90*/*PAP2* [26], were downregulated in *kai2-2* (S2–S4 Figs and S5A Table). By contrast, genes encoding negative regulators of anthocyanin biosynthesis, such as *MYBL2*, *LBD37*, and *LBD39* [26], were dehydration-repressible and upregulated in *kai2-2* under normal or dehydration conditions (S2–S4 Figs and S5A Table). Thus, we hypothesized that anthocyanin content might be lower in *kai2* plants than WT, particularly during water deficit. 

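S5A Table lists 28 genes as positive regulators or enzymes of the anthocyanin and flavonoid pathway, and 27 of them were called upregulated by dehydration in WT at 2 h and also at 4 h. Before dehydration, 17 of the 28 were lower and 11 higher in *kai2-2*, with a median log2 fold change of -0.21, and 1 was called downregulated, both over all genes and when adjusted over the list alone. After 2 h, 25 were lower (median -0.72), and 5 were called over all genes and 5 when adjusted over the list alone. With the replicate number as a block, which pairs the samples of this time, 9 were called over all genes, with *DFR*, *ANS*, *UGT79B1* and *TT19* added. After 4 h, 24 were lower (median -0.77), with 5 called over all genes and 6 when adjusted over the list alone. With the replicate block, 8 were called at this time, with *DFR*, *ANS*, *MYB113* and *TT19* added and *GL3* lost. The block was fitted to the 6 arrays of a time alone. Without a block, these 6 arrays added *DFR*, *ANS* and *TT19* at 4 h, and at 2 h added *DFR* and lost *UGT75C1*. The study chose the list on these samples, so the counts over the list are not independent evidence. *F3'H* (AT5G07990) was not called in M-C/W-C, with a log2 fold change of -0.20, and had log2 fold changes of -1.99 (standard error 0.27, adjusted p = 0.000185) in M-D2/W-D2 and -2.76 (standard error 0.27, adjusted p = 6.61e-06) in M-D4/W-D4 by limma with Benjamini-Hochberg adjustment. *GL3* (AT5G41315) changed by -1.28 (standard error 0.26, adjusted p = 0.00442) after 2 h and by -1.30 (standard error 0.26, adjusted p = 0.00253) after 4 h, when 2 of 3 *kai2-2* arrays were well above background. Under the normexp background correction its log2 fold changes of -0.49 and -0.25 were not called. An unmoderated test per probe did not call *F3'H* after 2 h or *GL3* after 4 h.
*DFR* (AT5G42800) was lower in *kai2-2* by its listed probe at all 3 times, with log2 fold changes of -1.98 (standard error 0.69, adjusted p = 0.0516), -1.74 (standard error 0.69, adjusted p = 0.157) and -1.90 (standard error 0.69, adjusted p = 0.0673), none of which was called by the limma fit used for the other values, and its other probe had the opposite sign. The standard error is shared by all 6 groups, and the W-C arrays spread from -3.74 to -0.47. After 2 h and after 4 h, every *kai2-2* array was below every WT array for the listed probe. Several alternatives called *DFR*, at 4 h among them the normexp background correction, the 6 arrays only and the unmoderated test. Without W-C replicate 3 or without M-C replicate 3, the log2 fold change of *DFR* in M-C/W-C was -2.63 or -2.55 and was called. *FLS1* (AT5G08640) fell by less than 2-fold, with -0.84 (standard error 0.18, adjusted p = 0.00777) in M-D2/W-D2 and -0.73 (standard error 0.18, adjusted p = 0.0107) in M-D4/W-D4, and without W-D2 replicate 1 it reached -1.02 and was called. *MYB75/PAP1* (AT1G56650) was not called, with log2 fold changes of 1.96 before dehydration, when 1 of 3 WT arrays was well above background, -0.34 after 2 h and -0.49 after 4 h. Without W-C replicate 1, *MYB75/PAP1* was called upregulated in M-C/W-C, with 3.26. *MYB90/PAP2* (AT1G66390) was dim on all well-watered arrays, and its log2 fold change of -1.05 (standard error 0.45, adjusted p = 0.121) in M-D4/W-D4 was not called except without W-D4 replicate 2 (-1.67). Of these genes, *DFR*, *GL3* and *MYB75/PAP1* lie in dense blocks of the chromosomes.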

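Dehydration lowered all 3 genes in WT, with log2 fold changes in W-D4/W-C of -2.02 for *MYBL2* (AT1G71030), -1.35 for *LBD37* (AT5G67420) and -2.22 for *LBD39* (AT4G37540), each called by limma with Benjamini-Hochberg adjustment. Between the genotypes, none of the 3 was called by its listed probe at any time. *MYBL2* was higher in *kai2-2* at each time, by up to 0.51 (standard error 0.19, adjusted p = 0.0659) on the log2 scale in M-D4/W-D4. *LBD37* was higher in M-C/W-C by 0.91 (standard error 0.16, adjusted p = 0.000715), short of 2-fold, and its other probe was called upregulated there. *LBD39* was lower before dehydration (-0.84, adjusted p = 0.0183) and higher after 4 h, with 0.85 (standard error 0.24, adjusted p = 0.0205). Without W-D4 replicate 2 or without M-D4 replicate 2, *LBD39* was called upregulated in M-D4/W-D4, with 1.08 or 1.01. *LBD37* and *LBD39* lie in dense blocks of the chromosomes.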

Because anthocyanins are known to provide protection to plants against drought [27], reduced anthocyanin content might contribute to the drought susceptibility of *kai2* plants. We observed that WT plants developed a darker leaf coloration than *kai2-2* mutants at late developmental stages, especially after water was withheld for seed maturation (Fig 5A). We also compared the anthocyanin contents in *kai2* and WT plants at various time points during a drought resistance assay. Anthocyanin levels were significantly lower in both *kai2-2* and *kai2-4* plants than WT under water deficit conditions (Fig 5B and S6A Fig).

**Fig 5:**
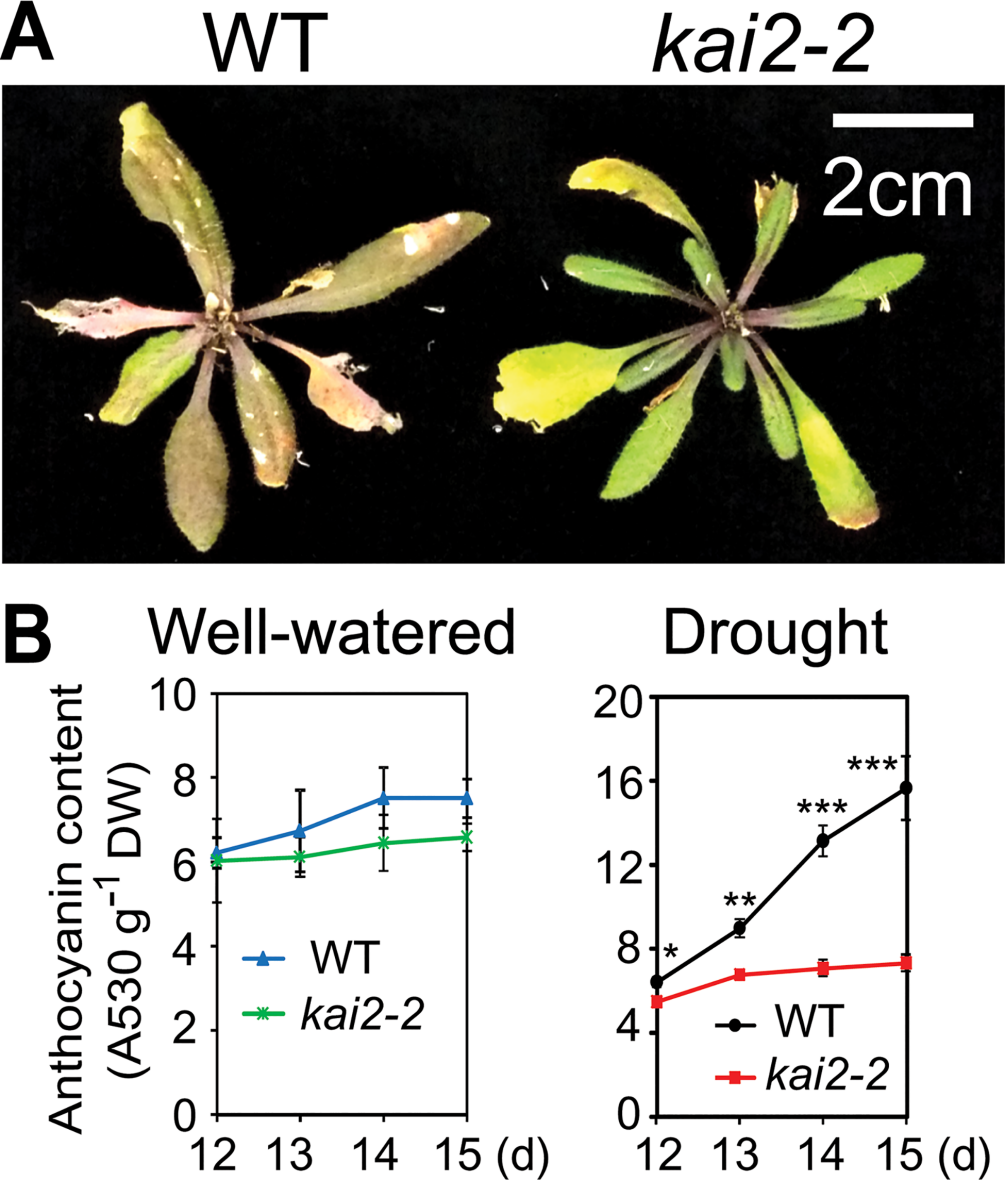
Anthocyanin production in *kai2-2* and WT plants. (**A**) *kai2-2* and WT plants were grown for 5 weeks, and watering was withheld for 10 days. Inflorescences were cut from representative plants before photographing. (**B**) Anthocyanin content in *kai2-2* and WT plants under well-watered and drought conditions. Data represent the means and standard errors (*n* = 4 plants). Asterisks indicate significant differences between the genotypes under drought conditions as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001.

Second, many genes involved in cuticle formation, such as *CER1*, *CER4*, *CYP96A15*, *MYB94*, *SHN1*/*WIN1*, *SHN2*, *SHN3* and *ABCG13* [4,28], were found to be dehydration-inducible and downregulated in unstressed and/or dehydrated *kai2-2* leaves (S2, S4, S5 Figs and S5B Table). 

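S5B Table lists 41 genes of cuticle formation, of which 30 were called upregulated and 3 downregulated by dehydration in WT at 2 h, and 27 and 3 at 4 h. In well-watered leaves, 27 of the 41 were higher in *kai2-2* and 14 lower, with a median log2 fold change of 0.29, and 7 were called upregulated and 2 downregulated, both over all genes and when adjusted over the list alone. After 2 h, 32 were lower (median -0.45), with 6 called downregulated over all genes and 7 when adjusted over the list alone. After 4 h, 40 were lower (median -0.57), with 12 called downregulated by either adjustment. As with the anthocyanin genes, the list was chosen on these samples.
*CER1* (AT1G02205) rose by 4.20 on the log2 scale in W-D2/W-C, and its log2 fold change between the genotypes was -1.55 (standard error 0.18, adjusted p = 4.92e-05) in M-D2/W-D2 and -1.27 (standard error 0.18, adjusted p = 0.000238) in M-D4/W-D4 by limma with Benjamini-Hochberg adjustment. *CYP96A15* (AT1G57750), in a dense block of chromosome 1, had a log2 fold change of -2.57 (standard error 0.44, adjusted p = 0.000702) in M-C/W-C, where 1 of 3 *kai2-2* arrays was well above background and its other probe had the opposite sign. This call was lost under the normexp background correction (-0.73), an unmoderated test per probe and the replicate block. It changed by -3.81 (standard error 0.44, adjusted p = 3.54e-05) in M-D4/W-D4, and its log2 fold change of -1.51 in M-D2/W-D2 lost its call without any one of the 6 arrays, and under the replicate block and the unmoderated test. *SHN1/WIN1* (AT1G15360) had log2 fold changes of -2.21 (standard error 0.42, adjusted p = 0.00291) after 2 h, when 1 of 3 *kai2-2* arrays was well above background, and -2.54 (standard error 0.42, adjusted p = 0.000692) after 4 h. The call of *SHN1/WIN1* after 2 h was lost under the normexp background correction (-0.72), the 6 arrays only, the unmoderated test and the replicate block. *SHN2* (AT5G11190) and *SHN3* (AT5G25390) were not called by their listed probes, with -0.53 and -0.40 in M-D4/W-D4, and the other probe of *SHN3* was called downregulated at that time. *ABCG13* (AT1G51460), in the same block as *CYP96A15*, changed by -1.41 (standard error 0.24, adjusted p = 0.00105) in M-D4/W-D4 and was not called under the normexp background correction (-0.93). *MYB94* (AT3G47600) was called in M-D4/W-D4 alone, with -1.05 (standard error 0.17, adjusted p = 0.000598), and lost this call under quantile normalization (-0.999), median centring (-0.95) and without W-D4 replicate 3 (-0.94) or M-D4 replicate 1 (-0.96). The gene listed as *FAR6/CER4*, by a probe of AT3G56700, was dim on all well-watered arrays. It was at least 4.27-fold lower in *kai2-2* after 4 h, when no *kai2-2* array was well above background (adjusted p = 0.00627). This call was lost under the normexp background correction (-0.87) and the unmoderated test, and after 2 h AT3G56700 was called with the replicate block. *FAR3* (AT4G33790) is listed as a separate gene and was called upregulated in M-C/W-C, with 2.03. That call was lost under the normexp background correction (0.75), the unmoderated test and the replicate block.

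**Figure D2:**
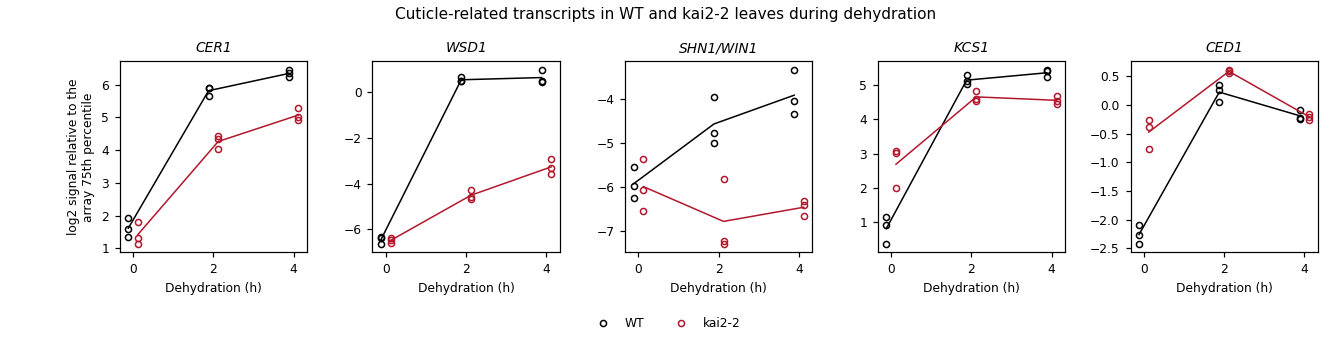
Log2 signals of *CER1*, *WSD1*, *SHN1/WIN1*, *KCS1* and *CED1*, relative to the 75th percentile of the array, against hours of dehydration, with a point per array (3 per group) and lines through the group means. In *kai2-2*, *CER1* reached 5.07 at 4 h against 6.34 in WT, *KCS1* started at 2.69 against 0.82, and some points of *SHN1/WIN1* and *WSD1* are not well above background.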

We hypothesized that a cuticular defect could cause enhanced non-stomatal water loss that might explain the faster rate of RWC decline observed in drought-stressed *kai2* plants. To examine this possibility, we carried out a chlorophyll (Chl) leaching assay of rosette leaves (Fig 6A). We found that Chl leached much faster from leaves of both *kai2-2* and *kai2-4* than that of WT (Fig 6A and S6B Fig), suggesting that *kai2* mutants have higher cuticular water permeability than WT. In contrast, we noted lower Chl leaching rates from *35S*:*KAI2* overexpressor OE1 and OE2 plants than WT (Fig 6A and 6B), indicating that OE1 and OE2 plants have lower cuticular water permeability than WT. We also used toluidine blue (TB) staining to visualize potential defects in the leaf cuticle of *kai2* mutants. More leaves, especially the older leaves, of *kai2-2* and *kai2-4* mutants were stained compared with WT, whereas reduced staining was observed in the leaves of OE1 and OE2 relative to that of WT (Fig 6C and S6C Fig), supporting the results of the Chl leaching assay (Fig 6A and S6B Fig). Furthermore, we examined the surface of the fifth leaves of *kai2-2*, OE1, OE2 and WT plants with transmission electron microscopy (TEM). A cuticle proper, which is a layer of lipid polymer filled with wax [29], was detected in leaves of WT, OE1 and OE2, but not in *kai2-2* leaves (Fig 6D), revealing a significant structural defect that is likely to contribute to faster water loss in *kai2* plants. Additionally, *kai2-2* mutant plants were found to have thinner cuticles than WT, whereas OE1 and OE2 lines have thicker cuticles (Fig 6E).

**Fig 6:**
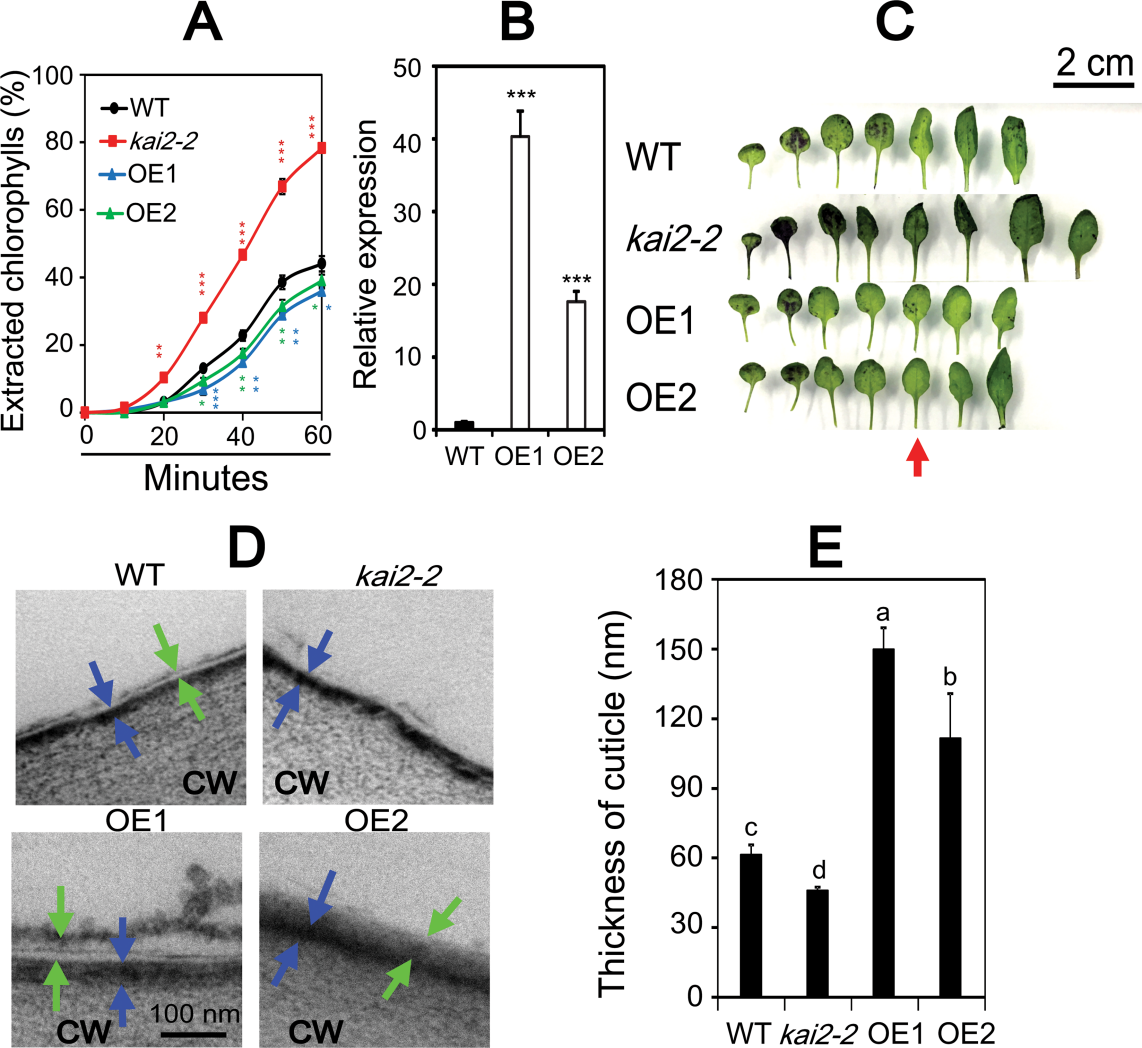
Cuticle permeability of *kai2-2*, *35S*:*KAI2* transgenic lines OE1 and OE2, and WT plants. (**A**) Chlorophyll leaching from rosette leaves of 28-day-old *kai2-2*, OE1, OE2 and WT plants at different time periods. Data represent the means and standard errors (*n* = 3 plants/genotype). (**B**) Fold-change of overexpression levels of *KAI2* gene in leaves of 14-day-old OE1 and OE2 plants in comparison with WT (*n* = 5 biological replicates). Asterisks indicate significant differences between the WT and other genotypes under well-watered condition as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001. (**C**) Toluidine blue staining patterns of rosette leaves of 28-day-old *kai2-2*, OE1, OE2 and WT plants. Red arrow indicates the fifth leaves, which were used for transmission electron microscope (TEM) analysis.(**D**) TEM images of the surface of the fifth leaves (adaxial side) derived from *kai2-2*, OE1, OE2 and WT plants. CW, cell wall. Blue arrows indicate cuticular layer (electron-dense, darker-staining layer) and green arrows indicate wax-rich cuticle proper (electron-translucent layer). (**E**) Thickness of cuticle of the fifth leaves (adaxial side) derived from *kai2-2*, OE1, OE2 and WT plants. Data represent the means and standard errors (*n* = 3 biological replicates). Different letters above the error bars indicate significant differences (*P* < 0.05) among the genotypes according to a Tukey's honest significant difference test.

### D14 also contributes to drought resistance

The role of SLs in drought resistance of *Arabidopsis* has been unclear. Bu et al. (2014) reported that *max2* mutants have defects in drought survival, higher water loss from detached leaves, and decreased germinative greening under stress or ABA treatments, but SL-deficient *max* mutant plants resemble WT [6]. In contrast, Ha et al. (2014) showed reduced drought resistance and ABA hyposensitivity in *max2* and SL-deficient *max* mutants [5]. Supporting this, SL-depleted tomato and *L*. *japonicus* have reduced resistance to drought and osmotic stress, respectively [7,8]. These conflicting observations may be reconcilable if SLs are only responsible for some of MAX2-dependent drought resistance.

To date, all SCF^MAX2^-dependent SL responses in plant growth and development have been shown to be mediated by the SL receptor D14 (Fig 7A). Because our experiments showed that KAI2 is involved in drought resistance, it raised the question of whether D14 also participates in this response (Fig 7B). Thus, we analyzed drought resistance of the *d14-2* allele [30]. We found that *d14-2* had a higher reduction in biomass than WT in the gravimetric method-based drought-resistance assay (Fig 7C–7F). Therefore, D14 acts as a positive regulator of drought resistance. In addition, we noted that *kai2-2 d14-2* double mutants were less able to accumulate biomass under water restrictions than either of the single mutants (Fig 7C–7F), suggesting that both D14- and KAI2-mediated signaling pathways may act together, perhaps through MAX2 [9,11,12], to enhance drought resistance in *Arabidopsis*. Interestingly, we did not observe cuticle defect in *d14-2* leaves like in that of *kai2-2* single and *kai2-2 d14-2* double mutants (S7 Fig), suggesting that drought-sensitive phenotype of *d14* plants is not associated with defect in cuticle development.

**Fig 7:**
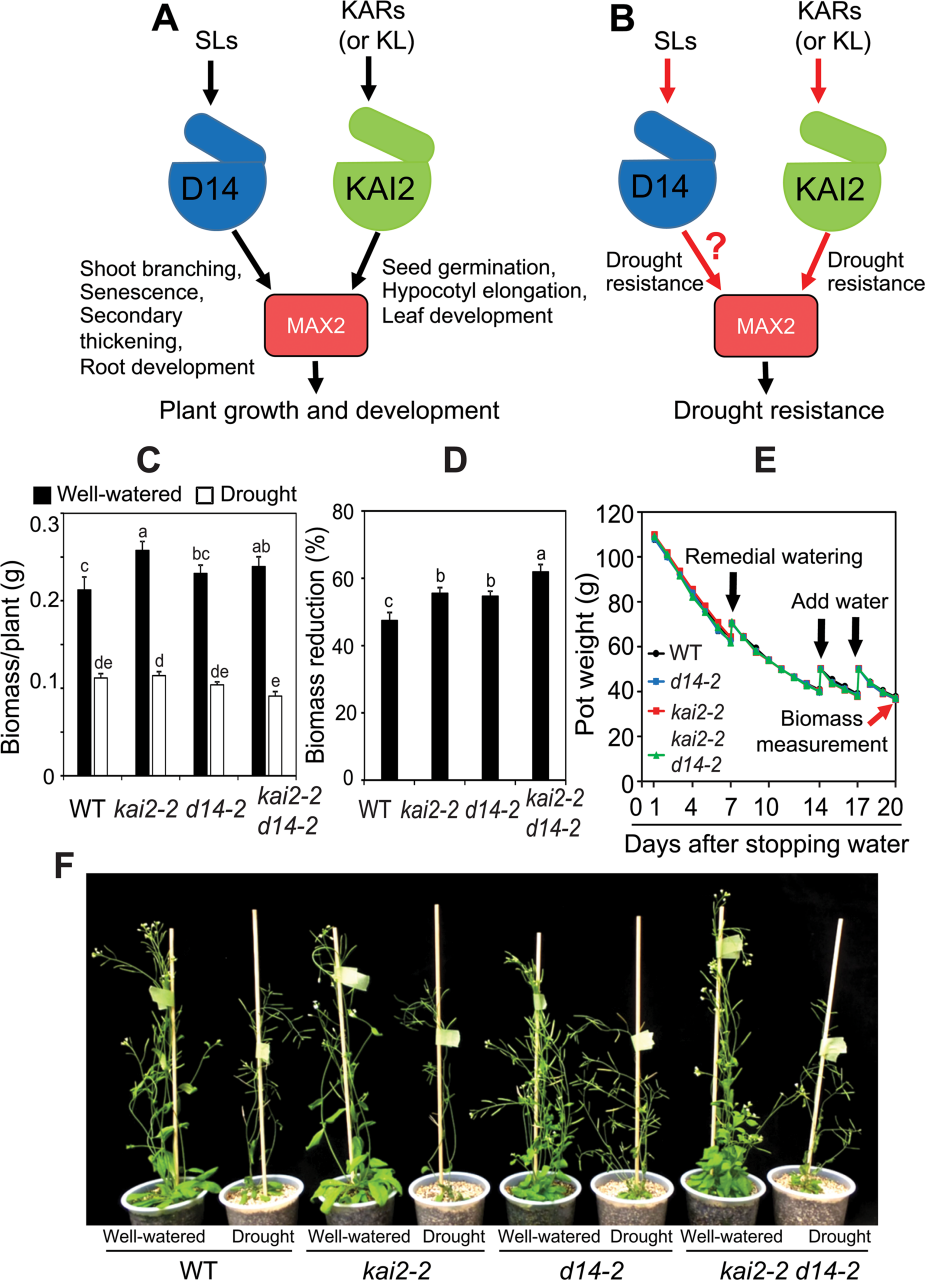
Models for functions of SLs and KARs/KAI2-ligand (KL) in plant growth, development and drought response. (**A**) SL-regulation of shoot branching, senescence, secondary thickening and root development is mediated by SL-specific receptor D14. KAR-regulation (or hypothetical KL-regulation) of seed germination, hypocotyl elongation and leaf development is mediated by KAI2. MAX2 is the checkpoint for both SL and KAR/KL signaling pathways in plant growth and development. (**B**) SLs and KARs/KL regulate plant resistance to drought through D14-MAX2 and KAI2-MAX2 cascade, respectively. Question mark indicates the contribution of D14 to drought resistance was unknown until this study. (**C**) Biomass of *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants under well-watered control and drought stress (*n* = 9 biological replicates). (**D**) Biomass reduction of *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants under drought relative to respective well-watered control. Data represent the means and standard errors (*n* = 9 biological replicates). Different letters above the error bars indicate significant differences (*P* < 0.05) among the genotypes according to a Tukey's honest significant difference test. (**E**) Averaged pot weights of *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants during drought stress (*n* = 9 biological replicates). Black arrows indicate when water was added to the root growth area in the soil. Red arrow indicates when biomass was measured. (**F**) Plant phenotypes before harvest.

## Discussion

Although KARs and SLs typically have distinct effects on plant growth and development, these signals are perceived by similar mechanisms that require MAX2 [12,31]. Several studies previously demonstrated that MAX2 and SLs have positive regulatory roles in plant adaptation to drought [5–8]; but possible contributions of KARs or KL had not been examined. In this study, we aimed to investigate the roles of KAI2-dependent signaling in plant response to drought using in-depth physiological, biochemical and molecular characterization of the loss-of-function *kai2* mutants. We implicated *KAI2*-dependent signaling in plant response to drought as a positive regulator.

Our analyses of the *kai2* mutants provided evidence that its reduced biomass under drought was associated with an inability to maintain high leaf RWC during water deficit (Fig 1B, Fig 2A and 2B, S1B Fig). A higher transpiration rate, which increases water loss, was suggested by remarkably lower leaf temperatures in *kai2* plants than in WT under both well-watered and water-deficit conditions (Fig 2I and S1E Fig). We identified several ways in which KAI2-dependent signaling likely contributes to drought resistance. First, it is well-established that cell membrane stability, reflected by the levels of cellular electrolyte leakage, is a major factor contributing to the maintenance of water status in plants during water deficit [32,33]. Thus, the increase in electrolyte leakage linked with reduced RWC recorded in the *kai2* mutants during drought (Fig 2A–2D and S1A–S1D Fig) suggested that *kai2* suffered a severe stress-induced cell membrane damage. This might in part result from a decrease in reactive oxygen species (ROS)-scavenging antioxidants [33], as supported by the observed reduction in endogenous anthocyanin levels (Fig 5B and S6A Fig), ultimately leading to a higher rate of water loss.

Second, a reduction in ABA-regulated stomatal closure in *kai2* plants, which may contribute to increased water loss (Fig 2F–2H), might enhance drought susceptibility. The impaired stomatal movement in *kai2* mutants was in good agreement with the strong downregulation of *ABCG40*/*AT1G15520* and *ABCG22*/*AT5G06530* in both unstressed and stressed *kai2* plants (12.1- and 17.7-fold for *ABCG40*, and 3.92- and 1.79-fold for *ABCG22*, respectively, in normal and dehydrated *kai2* vs WT) (S1 Table). 

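The probe of *ABCG40* matches chromosome 1 of TAIR10 from 5332019 to 5332078. Its log2 signal before dehydration was -2.55 ± 1.26 (SD, n = 3) in WT and -6.15 ± 1.08 (SD, n = 3) in *kai2-2*, where 2 of 3 arrays were well above background. *ABCG40* was 12.1-fold lower in M-C/W-C (log2 fold change -3.60, standard error 0.80, adjusted p = 0.00454) and 17.7-fold lower in M-D4/W-D4 (log2 fold change -4.15, adjusted p = 0.00232) by limma with Benjamini-Hochberg adjustment. In M-D2/W-D2 it was not called, with a log2 fold change of -0.60 (standard error 0.80, adjusted p = 0.800). The call in M-C/W-C was not made by an unmoderated test per probe on the 6 arrays alone, nor with the replicate number as a block. Under the normexp background correction, *ABCG40* was 3.49-fold lower there. *ABCG22* has its probe on chromosome 5 of TAIR10 from 1990043 to 1990102. It was 3.90-fold lower in M-C/W-C (log2 fold change -1.96, standard error 0.10, adjusted p = 3.37e-09), 1.89-fold lower in M-D2/W-D2 (log2 fold change -0.92, adjusted p = 1.50e-05) and not called in M-D4/W-D4, where the log2 fold change was -0.03 (adjusted p = 0.903).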

*ABCG40* is a key ABA transporter, and *ABCG22* putatively has a similar function; these genes were shown to regulate stomatal closure and drought resistance in *Arabidopsis* [34,35]. The *abcg40* mutant has inefficient ABA-mediated stomatal closure [34], whereas *abcg22* shows a defect in stomatal closing that is perhaps dependent on ABA signaling [35]. Both *abcg22* and *abcg40* mutants exhibited drought-susceptible phenotypes, further supporting the link [34,35]. Notably, previous studies reported that the drought-susceptible *max2* plants also have impaired ABA-mediated stomatal closure [5,6], and exhibit downregulation of *ABCG22* and *ABCG40* under both normal and dehydration conditions [5]. Furthermore, the impairment of ABA-mediated stomatal closure and increased cotyledon opening rates of *kai2* mutants treated with exogenous ABA (Figs 2F–2H and 3A, S1F Fig) indicate hyposensitive responses to ABA. This finding suggests that crosstalk between ABA- and KAI2-dependent signaling pathways may influence plant adaptation to drought. We noted an increase in ABA content in *kai2* leaves during dehydration (Fig 3B), which might be attributed to the downregulation of the key ABA catabolic enzyme *CYP707A3* (Fig 3C and S2 Fig). This result suggests that *kai2* mutants may produce higher levels of ABA to compensate for its reduced ability to respond to ABA; such a feedback mechanism may attenuate the severity of the *kai2* drought-resistant phenotype.

Third, non-stomatal water evaporation associated with higher cuticular permeability is likely to increase the rate of RWC decline of *kai2* plants under drought [28]. Unlike in leaves of WT, in leaves of *kai2* plants we did not detect a cuticle proper (Fig 6D). Additionally, we identified thinner cuticles in leaves of *kai2* than that of WT by using TEM analysis (Fig 6D and 6E), and observed higher permeability through a Chl leaching assay and TB staining (Fig 6A and 6C, S6B–S6C Fig). 

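*WSD1* (AT5G37300), whose probe matches chromosome 5 of TAIR10 from 14770177 to 14770236 in a dense block, had the largest difference between the genotypes after dehydration among the 41 cuticle-related genes. It rose by 7.01 on the log2 scale after 2 h of dehydration in WT and by 1.98 in *kai2-2*. Its log2 fold change between the genotypes was -0.04 in M-C/W-C, -5.07 (standard error 0.17, adjusted p = 5.18e-11) in M-D2/W-D2 and -3.92 (standard error 0.17, adjusted p = 1.11e-09) in M-D4/W-D4. Before dehydration the signals of *WSD1* were near the limit of detection, at -6.64 to -6.33 in WT and -6.62 to -6.38 in *kai2-2*. The value of -0.04 therefore cannot show equal expression, and the sizes of the rises are less certain. *MYB16* (AT5G15310) changed by -1.07 (standard error 0.18, adjusted p = 0.000732) in M-C/W-C and by -1.07 (standard error 0.18, adjusted p = 0.000995) in M-D4/W-D4. Both calls of *MYB16* were lost under median centring (-0.99 and -0.97). The first was also lost without W-C replicate 2 (-0.99). The second was also lost without W-D4 replicate 2 (-0.96) or M-D4 replicate 1 (-0.92), and under an unmoderated test per probe.
As a set, the 41 genes of S5B Table were tested against all other genes with limma's camera, which assumes a preset correlation of 0.01 between genes, and the p-values were adjusted over the 6 tests of this and the anthocyanin list by the Benjamini-Hochberg method. The set was shifted up in *kai2-2* in M-C/W-C (adjusted p = 0.00306) and down in M-D2/W-D2 (adjusted p = 6.96e-08) and M-D4/W-D4 (adjusted p = 4.43e-13), in the direction of the mean log2 fold changes of 0.33, -0.59 and -0.90. With limma's fry, which needs no preset correlation, the adjusted p-values were 0.00177, 0.000897 and 4.39e-05. With the correlation estimated from the data (0.231 for this set), the alternative that moved the tests most, none of the 6 tests was called, and the adjusted p-values of this set were 0.344, 0.113 and 0.102.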

At a molecular level, our comparative transcriptome analysis suggested that the altered structure of the *kai2* cuticle may be due to downregulation of several genes involved in the biosynthesis and transport of wax, such as *CER1*, *CYP96A15*, *WSD1*, *MYB94*, *MYB16*, *SHN1*, *SHN2* and *SHN3* (S3–S6 Figs) [4,36]. Some of the *KAI2*-regulated cuticle formation-related genes, such as the *MYB16* and *MYB94* transcription factors, are also controlled by ABA [4]. Similar to our observations, the drought-sensitive *max2* mutant plants were found to have a defect in cuticular architecture [6], which might be attributed to downregulation of genes involved in cuticle formation as well (S5B Table) [5]. Additionally, loss of *KAI2* also downregulated the expression of cutin biosynthesis-related genes (S5 Fig). For example, *CED1*/*At1g64670* [37,38], which minimizes water loss through not only by enhancing cuticle structure but also by mediating ABA and osmotic stress signaling [39], was downregulated in *kai2* versus WT after 4 h dehydration (S5 Fig). These findings support the positive role of KAI2 in mediating drought resistance, and the link among cuticle formation, KAI2 signaling, ABA signaling and osmotic stress responses in plants.

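The probe of *CED1* matches chromosome 1 of TAIR10 from 24030993 to 24031052. Before dehydration, its log2 signal was -2.26 ± 0.16 (SD, n = 3) in WT and -0.48 ± 0.27 (SD, n = 3) in *kai2-2*, a log2 fold change of 1.78 (standard error 0.12, adjusted p = 1.48e-07) from limma with Benjamini-Hochberg adjustment. The log2 fold change was 0.36 (standard error 0.12, adjusted p = 0.0924) in M-D2/W-D2 and -0.02 (standard error 0.12, adjusted p = 0.959) in M-D4/W-D4. After 4 h, the signal of *CED1* was -0.19 ± 0.08 (SD, n = 3) in WT and -0.21 ± 0.06 (SD, n = 3) in *kai2-2*. Dehydration for 4 h raised *CED1* by 2.07 on the log2 scale in WT and by 0.27 in *kai2-2*, and the interaction of genotype and dehydration was -1.80 (standard error 0.18, adjusted p = 4.73e-05).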

Fourth, the decline in anthocyanin production in *kai2* plants during drought may contribute to its enhanced drought sensitivity. This finding is supported by a number of studies that have found a positive correlation between drought resistance and anthocyanin levels in *Arabidopsis* as the ROS-scavenging antioxidant function of anthocyanins can protect cells from drought [27,40]. 

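The 28 anthocyanin-related genes of S5A Table were also tested as a set with camera. In M-C/W-C the set was not called (adjusted p = 0.141 over the same 6 tests), with a mean log2 fold change of -0.30 over the list. It was shifted down in *kai2-2* in M-D2/W-D2 (adjusted p = 8.42e-07, mean -0.70) and in M-D4/W-D4 (adjusted p = 1.72e-05, mean -0.88). Both calls held under fry (adjusted p = 0.000897 for each) and neither did with an estimated correlation of 0.202 (adjusted p = 0.113 for each). The 1 listed gene called downregulated in M-C/W-C was *FSL2*, with -2.17 (standard error 0.16, adjusted p = 3.09e-07), which lies in a dense block. *UGT75C1* changed by -2.29 (standard error 0.31, adjusted p = 0.000143) and *UGT79B1*, also in a dense block, by -2.51 (standard error 0.63, adjusted p = 0.0120) in M-D4/W-D4, a call that *UGT79B1* lost without M-D4 replicate 2 (-2.16).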

The reduced anthocyanin accumulation in *kai2* plants (Fig 5B and S6A Fig) may be explained by transcriptional misregulation of the anthocyanin biosynthetic pathway (S2–S4 Figs). In agreement with this idea, several anthocyanin/flavonoid biosynthesis-related genes were found to be upregulated in KAR_1_-treated *Arabidopsis* seeds, and downregulated in *kai2* seedlings grown under different light conditions, leading to reduced accumulation of anthocyanin pigments [24,41]. Similarly, many anthocyanin biosynthesis-related genes were shown to be downregulated in *max2* plants under dehydration conditions (S5A Table) [5]. Furthermore, a quantitative proteomic analysis of *max2* seedlings identified a set of proteins involved in flavonoid biosynthesis that have reduced abundance relative to WT; a subset of these proteins are induced by *rac*-GR24 treatment [42]. Both purified enantiomers of GR24 were able to stimulate flavonol production, and importantly, *rac*-GR24 enhanced flavonol accumulation in both *d14* and *kai2* mutants [42]. Therefore, there is ample evidence to support regulation of anthocyanin and flavonoid syntheses by both MAX2-dependent D14 and KAI2 signaling pathways. Thus, we propose that accumulation of anthocyanin under drought might be an important aspect of stress resistance conferred by KAI2. Altogether these observations support the involvement of a KAR/KL-KAI2-SCF^MAX2^ signaling cascade in regulating plant drought adaptation through controlling cell membrane stability, stomatal movement, cuticle development and anthocyanin production.

In summary, our results demonstrate that KAI2-mediated signaling positively regulates drought resistance in *Arabidopsis*. KAI2 is activated through the binding of KARs (or as-yet-unknown KL), resulting in the regulation of downstream genes involved in cuticle formation, stomatal closure, anthocyanin biosynthesis and membrane integrity. These adjustments may collectively contribute to plant adaptation to drought (Fig 8). Importantly, our results suggest that genetic manipulation to enhance *KAI2* and *D14* signaling pathways, either alone or together, is a promising avenue for the improvement of crop productivity in arid lands.

**Fig 8:**
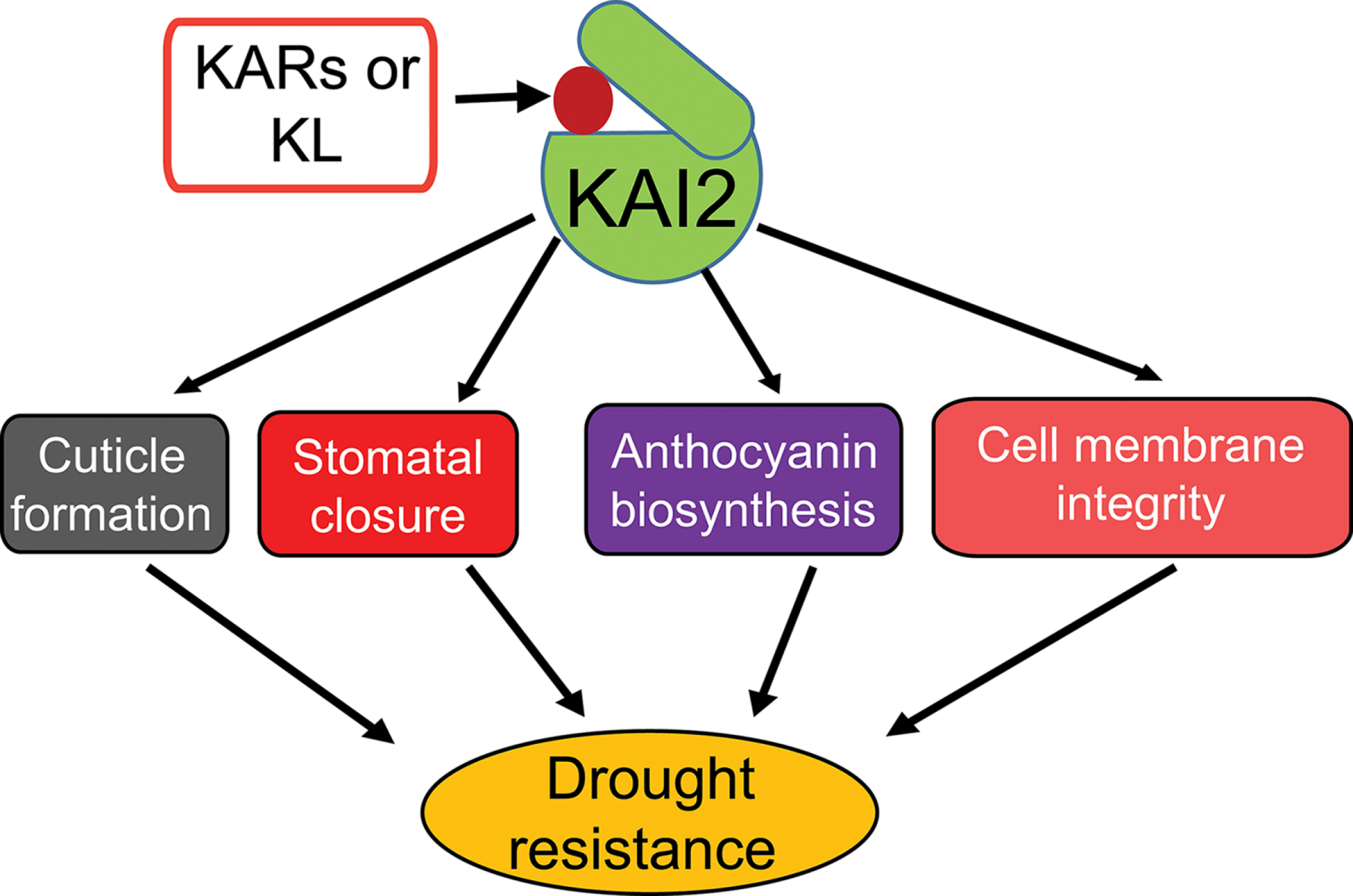
Model illustrating functions of KAI2 in plant resistance to drought. Karrikins (KARs) or a putative, endogenous KAI2 ligand (KL) activate KAI2 signaling, which promotes plant resistance to drought through several biochemical and physiological processes.

## Materials and methods

### Plant materials

*Arabidopsis thaliana* Columbia ecotype (Col-0) was used as WT in all experiments. The *kai2-2* (SGT6839) and *kai2-4* (GT6185) alleles were obtained from the *Arabidopsis* Biological Resource Center [11,43]. The *kai2-2* and *kai2-4* mutants were originally in the Ler background and were backcrossed with Col-0 six times [43]. The *d14-2* mutant was obtained from the TILLING project (http://tilling.fhcrc.org/) after backcrossing twice with Col-0 [30]. The *kai2-2 d14-2* double mutant was made by crossing the *d14-2* and *kai2-2* mutants. To make *KAI2*-overexpressing plants, the *KAI2* cDNA was amplified by PCR (primers listed in S6 Table), and cloned into the pGWB2 expression vector under the control of the CaMV35S promoter [44]. The resulting *35S*:*KAI2* plasmid was introduced into WT (Col-0) plants using *Agrobacterium tumefaciens*-mediated transformation method [45]. Two homozygous *35S*:*KAI2* transgenic lines OE1 and OE2 with a single transgene copy obtained by selection for three consecutive generations were used in the study.

### Drought resistance assayes

Drought-responsive phenotypes were examined using the gravimetric method described by Harb and Pereira [20]. Briefly, 2-week-old plants grown on germination medium (GM) were transferred to plastic pots (7×7 cm in diameter and height) containing 28.7 g dry soil (Dio Propagation Mix No.2 for Professional; Dio Chemicals Ltd.). Plants were then grown on pots saturated with water for 10 days before they were exposed to drought stress. After watering was stopped for 7 days, remedial watering of several pots was conducted to ensure that all pots had almost the same amount of soil water content. Seven days after remedial watering, each pot received a suitable amount of water to reach the weight of 60 g. The pots were then dried for 3 days; thereafter, they received a suitable volume of water to again reach the weight of 60 g. This process was repeated two times so that each pot had similar soil water content during drying. The weight of the pots was measured every day during the experiment. Twenty days after drought stress, whole aerial parts of plants were cut and packed in paper bags. The well-watered plants were also harvested at the same time. The bags were then oven-dried at 65°C for two days, and the dry weight (biomass) of aerial parts of each plant was measured. The biomass reduction was calculated using the following equation:

Biomassreduction(%)=[(Dryweightofwell-wateredplant-Dryweightofstressedplant)×100]/(Dryweightofwell-wateredplant).

In addition, we also adapted the method of Bu et al. (2014) [6] to compare the drought resistance of the *kai2* mutant and WT plants grown in high density. Seeds of mutant and WT plants (50 seeds/each/pot) were sown directly side-by-side in the same pots (7×7 cm in diameter and height) containing soil (Dio Propagation Mix No.2 for Professional; Dio Chemicals Ltd.) saturated with water. Eight days after sowing, water was withheld from plants for 14 days. Photographs were taken at days 7^th^ (15-day-old plants) and 14^th^ (22-day-old plants) during the drought assay.

### RWC and electrolyte leakage of plants exposed to drought stress

RWC and electrolyte leakage of the detached aerial parts of different genotypes exposed to drought stress were determined according to Nishiyama et al. (2011) [46]. Briefly, two-week-old mutants and WT plants grown on GM were transferred side-by-side (30 plants for each phenotype) to trays (21×30×5cm in width, length and height) containing soil (Dio Propagation Mix No.2 for Professional; Dio Chemicals Ltd.) saturated with water. After one week of transfer, water irrigation was stopped to induce drought stress. During the assay, relative soil moisture content of both sides of the trays was followed using a HydroSense soil moisture probe (Campbell Scientific Inc.) as previously described [46]. Shoots of well-watered and drought-stressed plants (*n* = 4/genotype) were harvested every day from day 11 to day 15 for determination of RWC using the procedure adapted from Barrs and Weatherley [47]. Briefly, detached shoot samples were weighed to determine the weight (W) of each individual, and the samples were then placed into 50-mL tubes containing 40 mL of deionized water for 3-hour rehydration to full turgidity under room temperature. After rehydration, water was gently removed from shoot samples by filter paper, and the turgid weight (TW) of each sample was determined. Subsequently, the shoot samples were put into paper bags, oven-dried (65°C) for 48 h, and then dry weight (DW) of each oven-dried sample was measured. RWC was calculated by using the following equation: RWC (%) = [(W-DW)/(TW-DW)] × 100. Detached aerial parts of different genotypes (*n* = 4/genotype) exposed to drought stress as described above were also harvested for determination of electrolyte leakage as previously described by Nishiyama et al. (2011) [46].

### Stomatal aperture and density

Stomatal aperture and stomatal density were measured as previously described [5], with a slight modification for stomatal aperture closure assay. Epidermal peels from leaves of 21-day-old plants grown on GM plates were incubated in a solution containing 0.2 mM CaCl_2_, 10 mM KCl, and 10 mM Mes·KOH (pH 6.15) under white light (300 μmol·m^−2^·s^−1^) for 12 h. Thereafter, the samples were incubated in the same buffer solution containing different concentrations of ABA for 1 h before the stomatal aperture was measured.

### Leaf surface temperature and quantification of ABA

Surface temperature of leaves was determined by using a thermal video system (TVS-8500; Nippon Avionics) [48]. Quantification of ABA in leaves of 24-day-old WT and *kai2-2* plants grown on soil, which were detached and exposed to dehydration according to published method [5], was performed as previously described [49].

### Cotyledon opening assay

Cotyledon opening assay was used as a means to assess the ABA sensitivity of various genotypes. Seeds were sowed on GM containing 1% sucrose and various concentrations of ABA, and opened cotyledons were counted according to published method [46].

### Anthocyanin content

WT and mutant plants were grown on the same tray and subjected to a drought treatment as described above. At indicated time points, aerial parts (without inflorescence) of stressed and well-watered plants were separately collected, and frozen dry weight and anthocyanin content were measured [50].

### Chl leaching assay and TB staining

Chlorophyll leaching assays were performed as described previously [6]. Briefly, the aerial parts (without inflorescence) of 4-week-old plants were incubated on ice for 30 min, and then immersed in 40 mL 80% ethanol (v/v) at room temperature. Solution samples (100 μL) were taken every 10 min after immersion to quantify the amount of chlorophyll content. TB staining was used to detect cuticular defects on leaves [51]. Aerial parts (without inflorescence) of 4-week-old plants were submerged into a solution of 0.05% (w/v) TB for 2 h. Plants were then gently transferred to water and softly shaken to remove excessive TB. Rosette leaves were separated and placed on dry paper for taking photos.

### TEM analysis

For cuticle observation, the fifth rosette leaves from 4-week-old *kai2-2*, *d14-2*, *kai2-2 d14-2*, *35S*:*KAI2* (OE1, OE2), and WT plants were analyzed as described previously [52], with a slight modification. Briefly, the top part of the leaves (5 mm) was cut into 1 × 3 mm rectangles and fixed with 4% paraformaldehyde and 2% glutaraldehyde in 50 mM sodium cacodylate buffer (pH 7.4) overnight at 4°C. The ultrathin sections were observed with a JEOL JEM-1400 TEM at 80 kV. Detailed observation and analysis using TEM were performed according to Toyooka et al. (2000) [53]. The thickness of the cuticle was measured using ImageJ software (https://imagej.nih.gov/ij/index.html).

### Dehydration treatment of soil-grown seedlings and transcriptome analysis

Aerial rossette leaves of 24-day-old WT and *kai2-2* plants grown on soil under well-watered conditions were detached and exposed to dehydration for the indicated time periods for determination of RWC and sample collection as previously described [5]. RWC of dehydrated shoot samples was determined following the same method adapted from Barrs and Weatherley [47] described above. Leaves of WT and *kai2-2* plants treated by dehydration for 0, 2 and 4 h were collected in 3 biological repeats for transcriptome analysis using the *Arabidopsis* Oligo 44K DNA microarray (Version 4.0, Agilent Technology) [54]. The criteria of |fold-change ≥ 2| and a false discovery rate corrected p-value (q-value) <0.05 were used in identifying the DEGs [55]. The raw microarray data and detailed protocol were deposited in the Gene Expression Omnibus database (GSE90622). When necessary, MapMan (http://mapman.gabipd.org), or *Arabidopsis* eFP browser (http://bar.utoronto.ca/efp_arabidopsis/cgi-bin/efpWeb.cgi) were used to analyze the data.

### qRT-PCR analysis

Total RNA was extracted using TRIzol Reagent (Invitrogen). Previously described procedures were used for cDNA synthesis and qRT-PCR analysis [56], in which *UBQ10* was used as a reference gene. Primer pairs used in qRT-PCR are listed in S6 Table.

## Supporting information

S1 Fig Drought-associated traits of leaves and ABA-response of cotyledon opening in *kai2-4* and WT. (**A-C**) *kai2-4* and WT plants were grown and exposed to drought. At indicated time points, (**A**) soil relative moisture contents (*n* = 10) and relative humidity, (**B**) leaf relative water content (RWC) (*n* = 4 biological replicates), and (**C**) electrolyte leakage (*n* = 4 biological replicates) were determined. (**D**) Electrolyte leakage (*Left*) of *kai2-4* and WT plants at a similar RWC (*Right*) during drought treatment (*n* = 4 biological replicates). (**E**) Leaf surface temperature of well-watered (21-day-old) *kai2-4* and WT plants. Thermal imaging camera (Top) and common optical camera (Bottom) were used to take pictures at the same time. (**F**) Cotyledon opening percentage of *kai2-4* and WT seeds in the absence or presence of different concentrations of exogenous ABA. Data represent the means and standard errors of 3 independent experiments (*n* = 50 seeds/genotype/experiment). Asterisks indicate significant differences as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001.
(TIF) Click here for additional data file.

S2 Fig Verification of microarray data by qRT-PCR. (**A**) Heatmap presentation indicates the fold-changes in expression of representative genes derived from microarray analysis. (**B**) Heatmap presentation indicates the fold-changes in expression of representative genes using qRT-PCR. Expression data were obtained from microarray analysis or qRT-PCR of 24-day-old *Arabidopsis* rosette leaf samples that were collected from 3 independent plants for microarray analysis (*n* = 3). *UBQ10* was used as reference gene in qRT-PCR analysis. Relative expression levels are indicated by intensities of colors expressed in fold-change with saturation at 6. Red and blue colors indicate up- and downregulation, respectively. Note that not all data points shown in (a) passed the q-value < 0.05. M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h.
(TIF) Click here for additional data file.

S3 Fig Expression levels of anthocyanin biosynthesis-related genes in *kai2-2* and WT plants under well-watered and dehydration conditions. Heatmap presentation indicates the fold-changes in gene expression derived from microarray data. Relative expression levels are indicated by intensities of colors expressed in fold-change with saturation at 6. Red and blue colors indicate up- and downregulation, respectively. Note that not all data points shown passed the q-value < 0.05. M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h.
(TIF) Click here for additional data file.

S4 Fig MapMan analysis illustrates secondary metabolism-associated genes differentially expressed in M-C/W-C and/or M-D/W-D comparisons. (**A**) Downregulated genes in M-C/W-C and/or M-D/W-D. (**B**) Upregulated genes in M-C/W-C and/or M-D/W-D. Green and red colors show down- and upregulation, respectively. Colored bars in each panel indicate fold-changes in gene expression. M-C/W-C, *kai2-2* well-watered control versus WT well-watered control; M-D/W-D represents M-D2/W-D2 and/or M-D4/W-D4; M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h. For repetitive genes, their highest fold-change was used in the analysis.
(TIF) Click here for additional data file.

S5 Fig Expression levels of cuticle formation-related genes in *kai2-2* and WT plants under well-watered and dehydration conditions. Heatmap presentation indicates the fold-changes in gene expression derived from microarray data. Relative expression levels are indicated by intensities of colors expressed in fold-change with saturation at 6. Red and blue colors indicate up- and downregulation, respectively. Note that not all data points shown passed the q-value < 0.05. M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h.
(TIF) Click here for additional data file.

S6 Fig Anthocyanin production and cuticle permeability in *kai2-4* and WT. (**A**) Anthocyanin content in *kai2-4* and WT plants under drought conditions. Data represent the means and standard errors (*n* = 4 plants). (**B**) Chlorophyll leaching from rosette leaves of 28-day-old *kai2-4* and WT plants at different time periods. Data represent the means and standard errors (*n* = 3 plants/genotype). (**C**) Toluidine blue staining patterns of rosette leaves of 28-day-old *kai2-4* and WT plants. Asterisks indicate significant differences as determined by a Student’s *t*-test, *P < 0.05; **P < 0.01; ***P < 0.001.
(TIF) Click here for additional data file.

S7 Fig Thickness of leaf cuticle of *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants. (**A**) Thickness of cuticle of the fifth leaves (adaxial side) derived from *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants. Blue arrows indicate cuticular layer (electron-dense, darker-staining layer) and green arrows indicate wax-rich cuticle proper (electron-translucent layer). (**B**) Transmission electron microscope images of the surface of the fifth leaves (adaxial side) derived from *kai2-2*, *d14-2*, *kai2-2 d14-2* and WT plants. CW, cell wall. Data represent the means and standard errors (*n* = 3 biological replicates). Different letters above the error bars indicate significant differences (*P* < 0.05) among the genotypes according to a Tukey's honest significant difference test.
(TIF) Click here for additional data file.

S1 Table Comparative microarray analysis of leaves of *kai2-2* and WT plants under well-watered and dehydration conditions. (XLS) Click here for additional data file.

S2 Table List of differentially expressed genes with at least twofold change in various comparisons. (**A**) List of upregulated genes in the M-C/W-C comparison. (**B**) List of upregulated genes in the M-D2/W-D2 comparison. (**C**) List of upregulated genes in the M-D4/W-D4 comparison. (**D**) List of upregulated genes in the M-D/W-D (e.g. in M-D2/W-C and/or M-D4/W-C) comparison. (**E**) List of upregulated genes in the W-D2/W-C comparison. (**F**) List of upregulated genes in the W-D4/W-C comparison. (**G**) List of upregulated genes in the W-D/W-C (e.g. in W-D2/W-C and/or W-D4/W-C) comparison. (**H**) List of upregulated genes in the M-D2/M-C comparison. (**I**) List of upregulated genes in the M-D4/M-C comparison. (**J**) List of upregulated genes in the M-D/M-C (e.g. in M-D2/M-C and/or M-D4/M-C) comparison. (**K**) List of downregulated genes in the M-C/W-C comparison. (**L**) List of downregulated genes in the M-D2/W-D2 comparison. (**M**) List of downregulated genes in the M-D4/W-D4 comparison. (**N**) List of downregulated genes in the M-D/W-D (e.g. in M-D2/W-D2 and/or M-D4/W-D4) comparison. (**O**) List of downregulated genes in the W-D2/W-C comparison. (**P**) List of downregulated genes in the W-D4/W-C comparison. (**Q**) List of downregulated genes in the W-D/W-C (e.g. in W-D2/W-C and/or W-D4/W-C) comparison. (**R**) List of downregulated genes in the M-D2/M-C comparison. (**S**) List of downregulated genes in the M-D4/M-C comparison. (**T**) List of downregulated genes in the M-D/M-C (e.g. in M-D2/M-C and/or M-D4/M-C) comparison. M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h.
(XLS) Click here for additional data file.

S3 Table Differentially expressed genes with at least twofold change in both *kai2-2* vs. WT and *max2-3* vs. WT comparisons under well-watered conditions. (**A**) List of upregulated genes. (**B**) List of downregulated genes.
(XLS) Click here for additional data file.

S4 Table Venn analysis of differentially expressed gene sets derived from various comparisons. (**A**) Genes upregulated in M-C/W-C and M-D/W-D. (**B**) Genes downregulated in M-C/W-C and M-D/W-D. (**C**) Genes upregulated in W-D/W-C and M-D/M-C. (**D**) Genes downregulated in M-C/W-C and upregulated in W-D/W-C. (**E**) Genes downregulated in M-C/W-C and upregulated in M-D/M-C. (**F**) Genes downregulated in M-C/W-C and upregulated in W-D/W-C and/or M-D/M-C. (**G**) Genes downregulated in M-C/W-C and upregulated in both W-D/W-C and M-D/M-C. (**H**) Genes downregulated in M-D/W-D and upregulated in W-D/W-C. (**I**) Genes downregulated in M-D/W-D and upregulated in M-D/M-C. (**J**) Genes downregulated in M-D/W-D and upregulated in W-D/W-C and/or M-D/M-C. (**K**) Genes downregulated in M-D/W-D and upregulated in both W-D/W-C and M-D/M-C. (**L**) Genes downregulated in W-D/W-C and M-D/M-C. (**M**) Genes upregulated in M-C/W-C and downregulated in W-D/W-C. (**N**) Genes upregulated in M-C/W-C and downregulated in M-D/M-C. (**O**) Genes upregulated in M-C/W-C and downregulated in W-D/W-C and/or M-D/M-C. (**P**) Genes upregulated in M-C/W-C and downregulated in both W-D/W-C and M-D/M-C. (**Q**) Genes upregulated in M-D/W-D and downregulated in W-D/W-C. (**R**) Genes upregulated in M-D/W-D and downregulated in M-D/M-C. (**S**) Genes upregulated in M-D/W-D and downregulated in W-D/W-C and/or M-D/M-C. (**T**) Genes upregulated in M-D/W-D and downregulated in both W-D/W-C and M-D/M-C. M-C, *kai2-2* well-watered control; M-D2, *kai2-2* dehydrated 2 h; M-D4, *kai2-2* dehydrated 4 h; W-C, WT well-watered control; W-D2, WT dehydrated 2 h; W-D4, WT dehydrated 4 h.
(XLS) Click here for additional data file.

S5 Table List of differentially expressed genes (DEGs) related to anthocyanin biosynthesis and cuticle formation. (**A**) List of DEGs related to anthocyanin biosynthesis. (**B**) List of DEGs related to cuticle formation.
(XLS) Click here for additional data file.

S6 Table Primers used in qRT-PCR and *KAI2* cloning. (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

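Transcript levels were measured in leaves of 24-d-old WT and *kai2-2* plants dehydrated for 0, 2 and 4 h, with 3 biological repeats for each genotype and time. Each of the 18 samples was hybridized to one array of a one-colour Agilent Arabidopsis slide, and WT and *kai2-2* samples of the same time and replicate number shared a slide, 2 arrays on each of 9 slides. On every slide the WT sample took the first of these positions and the *kai2-2* sample the second. The slides were scanned in 2 batches. The residuals of WT and *kai2-2* arrays of the same number, which share a slide, had correlations of 0.27, 0.30 and 0.39 at 2 h, where the numbers were taken to pair the samples, and not all were above 0.1 at 0 h and 4 h. The *max2-3* arrays of the earlier study, the qRT-PCR measurements and the physiological measurements were not analysed here.

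For each array, the authors deposited scanner output with Cy3 intensity values on a linear scale; per the file headers, the scanner software had subtracted a fitted spatial background, corrected multiplicative gradients within the array, and put surrogate values in place of dim or negative signals. The authors also deposited a table of log2 values, which equal the log2 of the intensity averaged over the spots of a probe, minus a constant per array close to its 75th percentile, minus the median of the probe over the arrays. The software that made this table is not named in the text of the paper. The scanner output was used here. An array holds 43803 spots other than controls, for 43603 probes. Between 67.9% and 73.3% of the spots of an array were well above background by the software's test, none was saturated on any array, and 5 to 43 spots per array were marked as outliers. The median signal of an array lay between 182 and 336, and the log2 of its 75th percentile between 10.52 and 11.27. The number of arrays and the signal over background limit the precision.

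The intensity of a probe was averaged over its spots, taken to the log2 scale, and scaled by subtracting the 75th percentile of its array. Probes were assigned to genes by the accession that the array files give, through a table of the TAIR10 genes. Of 35597 accessions, 34330 matched, and with symbols and locus tags of the files 36714 probes were assigned to 26390 loci, 7839 of which had more than 1 probe. The other 6889 probes stayed in the tests without a gene. Positions of probes are those the files give on TAIR10. A named gene with several probes is represented by the probe that S5 Table lists for it, or otherwise by the probe with the highest mean signal. Where its probes differ in direction or call, this is said.

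One linear model with a mean for each of the 6 groups was fitted to the 18 arrays with limma (version 3.58.1, lmFit and eBayes, in R 4.3.3), so that all groups share an estimate of the spread of each probe. The comparisons were *kai2-2* against WT at each time (M-C/W-C, M-D2/W-D2, M-D4/W-D4), dehydrated against well-watered leaves in each genotype (W-D2/W-C, W-D4/W-C, M-D2/M-C, M-D4/M-C), and the interaction of genotype and dehydration at 2 h and 4 h. All p-values are two-sided and were adjusted over the 43603 probes by the Benjamini-Hochberg method, separately for each comparison. A probe was called with a fold change of at least 2 and an adjusted p under 0.05, and a gene was called when any of its probes was. M-D/W-D joins the genes called at 2 h and at 4 h. Induced and repressed genes are those called in the comparison of dehydrated with well-watered leaves in either genotype at either time. The genes named are *KAI2*, every gene that the paper's text names with a transcript change, the genes of S5A and S5B Tables, the genes of the primers in S6 Table, the other members of the *CYP707A* family, and the 5 called genes with the largest rise and the 5 with the largest fall in M-C/W-C among those with no overlap between the genotypes and a signal well above background on every array of at least one group.

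The lists of S5A and S5B Tables were tested as sets with camera at its preset correlation of 0.01, adjusted over 6 tests, and also counted gene by gene. For the shares of genes in 2 comparisons, 40 data sets were simulated from the group means and from residuals of whole arrays drawn with a random sign, after the differences between the genotypes had been moved to other probes within 20 bins of mean signal. Blocks of the chromosomes that are dense in genes called at all 3 times were found with a hidden Markov model with 2 states, fitted to the 26183 loci with a position, in their order along the chromosomes. How often other splits of the arrays give as many called genes was counted over the 10 splits of the 6 arrays of a comparison, and for the interaction over 100 exchanges of the genotype labels within each time.

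The alternatives were the normexp background correction of limma with an offset of 50 on the unprocessed signals, quantile normalization, centring on the median of each array, the authors' deposited log2 values, a filter that keeps the 31904 probes well above background on all arrays of at least one group, the 6 arrays of a comparison only, Student's test per probe on these 6 arrays (the test by which the false discovery rates of S1 Table rank), eBayes with trend and robust estimation, the replicate number as a block, the slide as a random block (duplicateCorrelation), the scan batch as a block, the probe with the highest signal in place of any probe, and each array left out in turn. For the sets they were fry and a correlation estimated from the data. These alternatives, the comparisons, the tests of genes and sets in them, the splits for the counts of called genes and the rule for named genes were chosen before the data were examined. Counting only genes outside the dense blocks was added after seeing the data, as were the block model and the tests on the blocks, the splits for the sets, the exchanges of labels for the interaction and the form of the simulation that keeps all 3 differences of a probe.

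The methods were tested on simulated data of 43423 probes in which 200 were changed. Of these changes, 4-fold, the fit of 18 arrays recovered 96% in the right direction with 6 false calls, the fit of 6 arrays 89.5% with 6, Student's test 56.5% with none, and the replicate block 42.5% with 2. The noise of the simulated arrays was independent, with no effect of a shared slide. The replicate block was fitted to 6 arrays, and without a slide effect it could only lose power. Of 8-fold interactions at 4 h, 92% were recovered with 6 false calls. The block model found 2141 of 2200 loci in simulated blocks and 4 outside them. Tables were prepared with data.table 1.17.8, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.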

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

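The exchanges of genotype labels, the shares of loci inside and outside the blocks, the permutation of gene positions, the distances on the array and the blocks fitted on every other locus are tests chosen only after the results they concern had been seen.

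The response to dehydration differed between the genotypes. The interaction of genotype and dehydration was called for 1083 genes at 2 h, 497 with a more positive and 587 with a more negative response in *kai2-2*, and for 1599 genes at 4 h, 764 and 840. When the genotype labels were exchanged within each time, 1 of 100 exchanges at each time, the real one, gave as many genes, and the next highest counts were 7 and 16. The additive effects of genotype and dehydration were removed before the exchanges, so a constant difference between the genotypes does not enter them. The interaction itself stays in the arrays that an exchange mixes, where it raises the residuals and lowers these counts. The exchanges argue against chance for the number of called genes as a whole, and do not decide its cause. Outside the dense blocks of the chromosomes, 3.54% of the loci at 2 h and 5.34% at 4 h had a called interaction, which argues against a difference in the hybridization of probes in the blocks as the whole cause. Inside the blocks, the shares were 5.42% and 7.73%. The WT sample always took the same position on a slide, as did the *kai2-2* sample, and a position effect was not tested, although a constant one on the log2 scale cancels in the interaction by construction. A position effect that changes between slides, the scanner software's handling of dim signals, for which the normexp background correction gave 1031 genes at 4 h, and a change in *kai2-2* leaves themselves stay open. A difference in the regulation of these genes in *kai2-2* is a biological hypothesis that may account for part of this count.

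Among the listed genes, the interaction at 4 h was called more negative in *kai2-2* for 20 of the 41 cuticle genes and for 3 of the 28 anthocyanin genes. It was more positive for 0 and 2 of them, respectively. At 2 h, 10 cuticle genes were more negative and none more positive, and 4 anthocyanin genes were more negative and 1 more positive. The study chose the lists on these samples. The cuticle genes were on average higher in *kai2-2* before dehydration (mean log2 fold change 0.33) and lower at 4 h (mean -0.90), and both differences enter the interaction. Over all loci outside the dense blocks, 5.34% had a called interaction at 4 h in either direction, against 20 of 41 cuticle genes. A lower induction of cuticle genes in *kai2-2* may account for the negative sign, and it was found and tested on the same arrays.

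Single genes that the paper's text or primer list names also differed in their response at 2 h and at 4 h. The interaction at 4 h was 2.60 on the log2 scale for *KUF1* (standard error 0.18, adjusted p = 3.22e-06). In WT, *KUF1* fell by 2.02 after 4 h, and in *kai2-2*, where it was low before dehydration, it did not fall (0.58). *At3g60290* had an interaction of 3.80 (standard error 0.63, adjusted p = 0.00182), and 1 or 2 of 3 *kai2-2* arrays were well above background at each time, so that dim signals limit how far it could fall. For *CYP707A2* it was -2.54 (standard error 0.36, adjusted p = 0.000710), with a rise of 2.89 in WT and of 0.35 in *kai2-2*. For *ABCG22* it was 1.93 (standard error 0.14, adjusted p = 3.89e-06), with a rise of 1.44 in WT and of 3.37 in *kai2-2*. For *DREB1A/CBF3*, which lies in a dense block, it was -2.43 (standard error 0.22, adjusted p = 3.17e-05). All 3 arrays of each genotype were well above background for *KUF1*, *CYP707A2*, *ABCG22* and *DREB1A/CBF3* at 0 h and 4 h, which argues against dim signals for these 4 genes. No further explanation was tested for single genes.

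Genes called in *kai2-2* against WT at all 3 times were not spread evenly over the genome, which the paper does not report. Of 544 such genes with a position, 426 lay in 4 dense blocks on chromosomes 1, 3, 4 and 5, which hold 31.7% of the loci. Well above background on all WT arrays and on no *kai2-2* array were 55 genes in the blocks and 2 outside, and 16 genes in the blocks and 3 outside showed the opposite. Of the 5 genes with the largest rise and the 5 with the largest fall in M-C/W-C by the rule for named genes, 9 lie in the blocks. The densest window of 100 loci to each side of a gene held 33 genes called at all times, and the highest count in 1000 permutations of their positions was 16 (p = 0.001, the smallest that these permutations can give). Genes of the blocks were called about as often as others where WT was compared with WT, at 15.9% inside and 14.8% outside for genes upregulated in W-D2/W-C, which argues against a general tendency of these genes to be called. Probes of neighbouring loci lay a median of 157.5 spots apart on the array, within the range of 154.8 to 159.8 for random pairs, which argues against a stain or gradient.

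A candidate explanation is DNA of the Ler background, in which *kai2-2* was made, left in these blocks. When the blocks were fitted on the odd-numbered loci alone, 4.69% of the even-numbered loci inside them were called at all 3 times, against 0.573% outside. The paper states 6 backcrosses to Col-0, after which 1.56% of the unlinked donor genome is expected, far less than 31.7% of the loci. *KAI2* lies in the block of chromosome 4, where linked donor DNA is kept for longer, and the other 3 blocks are on other chromosomes. Since one mutant line was compared with one WT line, Ler DNA in the blocks and any other effect of the genotype cannot be told apart, and Ler variants under a probe cannot be told apart from a change in expression of the gene. A regional effect of *KAI2* on expression in these blocks was not tested.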

How the results depend on the processing

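Counting only genes outside the dense blocks is a test chosen only after the result was seen. The set tests were run with fry, an estimated correlation, normexp, quantile normalization, the filter on dim probes and the replicate block. They kept their direction under these alternatives and with each array left out. Which of the upregulated and downregulated genes were more numerous changed under median centring in M-C/W-C (1247 up, 1098 down), M-D2/W-D2 (629 and 608) and M-D4/W-D4 (1048 and 979), and under quantile normalization in W-D4/W-C (4120 and 4258) and M-D4/M-C (3885 and 3974). It also changed in M-C/W-C without M-C replicate 3 (1063 and 1027) and, outside the dense blocks, in M-C/W-C and M-D2/W-D2.

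Median centring, the authors' deposited values, the 6 arrays of a comparison only, trend and robust variance, the slide as a random block, the scan batch as a block, the probe with the highest signal and fry, where they were run, left every count within 1.5 times its value, every share within the 95% Wilson interval of its value and every set test on its side of the threshold. Over these alternatives, the count of upregulated genes in M-C/W-C ranged from 913 to 1247 and that of downregulated genes from 989 to 1306. For M-D2/W-D2 the ranges were 517 to 629 and 542 to 711, and for M-D4/W-D4 they were 720 to 1048 and 971 to 1221. The correlation of arrays on one slide was 0.224. The median log2 fold change of all genes was 0.09 in M-C/W-C, 0.03 in M-D2/W-D2, 0.01 in M-D4/W-D4 and 0.05 in M-D4/M-C under the scaling used. Under median centring it was 0.16, 0.08, 0.11 and 0.08, and under normexp 0.17, 0.11, 0.19 and 0.11.

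With the normexp background correction, 627 genes were upregulated and 708 downregulated in M-C/W-C, 323 and 408 in M-D2/W-D2, and 394 and 636 in M-D4/W-D4. Of these, 614 and 684, 310 and 392, and 373 and 596 were the same genes as in the main analysis. The downregulated genes in M-D4/M-C came to 2421 and the interaction at 4 h to 1031. The share of genes downregulated in M-C/W-C and induced by dehydration became 33.8%, and the shares repressed by dehydration became 27.4% for the genes upregulated in M-C/W-C and 33.3% for M-D/W-D. By construction, the offset of 50 shrinks the fold changes of dim probes.

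Student's test on the 6 arrays called 662 upregulated and 679 downregulated genes in M-C/W-C, 328 and 431 in M-D2/W-D2, and 458 and 679 in M-D4/W-D4, with 655 and 655, 315 and 415, and 444 and 661 of the same genes. It changed the shares to 51.4% for genes downregulated in both M-C/W-C and M-D/W-D, 31.7% and 45.4% for genes downregulated in M-C/W-C and M-D/W-D and induced by dehydration, and 34.9% for genes upregulated in M-D/W-D and repressed by it. In simulated data this test recovered 56.5% of the changes and the fit of 18 arrays 96%.

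Quantile normalization moved the share downregulated in M-C/W-C and induced by dehydration to 41.1%, and the repressed shares to 37.5% for M-C/W-C and 41.8% for M-D/W-D, and the cause was not tested. The filter on dim probes moved the last share to 43.1%, with fewer probes tested by construction.

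The replicate number was also used as a block. Arrays of the same number, which share a slide in the comparisons of *kai2-2* with WT, had correlations of their residuals between -0.08 and 0.01 at 0 h, 0.27 and 0.39 at 2 h, and 0.06 and 0.34 at 4 h. Every pair was above 0.1 at 2 h only, although the shared slide ties the samples at 0 h and 4 h too. With this block, 655 genes were upregulated and 656 downregulated in M-C/W-C, of which 636 and 629 were the same genes, and the shares also downregulated in M-D/W-D and induced by dehydration became 57.8% and 31.1%. In simulated data the block recovered 42.5% of the changes. At 2 h, *BZS1/STH7*, *CYP96A15* and *SHN1/WIN1* were not called with the block, *DFR*, *ANS*, *UGT79B1*, *TT19* and *FAR6/CER4* were, and no other call of a named gene changed in M-D2/W-D2. At 0 h, *BZS1/STH7*, *CYP707A3*, *ABCG40*, *CYP96A15*, *FAR3*, *DCF* and *CER2* were not called with it. At 4 h, *DFR*, *ANS*, *MYB113* and *TT19* were called and *GL3* was not, so that 8 of the 28 anthocyanin genes were called, against 5 without the block.

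Outside the dense blocks, fewer genes can be counted by construction, and 617 upregulated and 587 downregulated genes remained in M-C/W-C, 246 and 185 in M-D2/W-D2, and 388 and 505 in M-D4/W-D4. The shares became 23.2% and 32.0% for genes changed alike in M-C/W-C and M-D/W-D, 50.6% and 58.3% for genes downregulated in M-C/W-C and M-D/W-D and induced by dehydration, and 42.8% for genes upregulated in M-D/W-D and repressed. The cause of the change in the shares was not tested.

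With a correlation between genes estimated from the data in place of the preset one, the p-values of the sets were 0.287, 0.0612 and 0.0171 for the cuticle genes at 0, 2 and 4 h, and 0.0445 and 0.0754 for the anthocyanin genes at 2 and 4 h. Adjusted over the 6 tests, all were above 0.1, from 0.102 to 0.526. The larger correlation widens the null distribution of the test by construction. Over the other alternatives in which the sets were tested, the p-values ranged from 0.00100 to 0.0409 for the cuticle genes at 0 h, 3.67e-12 to 0.000598 at 2 h and 6.63e-19 to 7.31e-06 at 4 h. For the anthocyanin genes they ranged from 8.47e-11 to 0.000588 at 2 h and 1.77e-08 to 0.000301 at 4 h.

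Each array was left out in turn, and for the shares also each replicate number in all groups. The counts of upregulated and downregulated genes then ranged from 1005 to 1212 and from 1027 to 1545 in M-C/W-C, 477 to 563 and 571 to 682 in M-D2/W-D2, 672 to 867 and 934 to 1215 in M-D4/W-D4, 3863 to 4034 and 3096 to 3245 in W-D2/W-C, 4272 to 4456 and 3788 to 4061 in W-D4/W-C, 3653 to 4086 and 2727 to 3023 in M-D2/M-C, and 4037 to 4313 and 3635 to 3825 in M-D4/M-C. The interaction counts ranged from 815 to 1394 at 2 h and 1326 to 2025 at 4 h. The shares changed alike in M-C/W-C and M-D/W-D ranged from 28.0% to 34.4% for upregulated and 36.7% to 52.3% for downregulated genes. The shares induced by dehydration ranged from 39.0% to 49.7% for M-C/W-C and 45.3% to 51.8% for M-D/W-D, and the shares repressed from 30.2% to 36.6% and 36.9% to 42.2%. Set test p-values ranged from 9.85e-05 to 0.0283 (0 h), 5.86e-09 to 2.38e-07 (2 h) and 1.64e-14 to 6.26e-12 (4 h) for the cuticle genes, and from 5.60e-08 to 7.05e-06 (2 h) and 2.97e-06 to 9.76e-05 (4 h) for the anthocyanin genes. The anthocyanin genes at 0 h ranged from 0.0405 to 0.935, and without W-C replicate 3 the set passed the threshold.

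For the single genes named, 638 values were unchanged in direction and call under normexp, 58 lost their call, 6 gained one and 26 without a call moved. Under Student's test 37 lost and 2 gained a call, under the replicate block 13 and 9, under quantile normalization 12 and 4, under median centring 11 and 3, and under the 6 arrays only 10 and 4. With one array left out, 4118 values were unchanged, 84 lost and 52 gained a call. In the comparisons of *kai2-2* with WT, 24.3% to 27.2% of the called probes were dim on all arrays of a group, and their fold changes depend on how dim signals are set.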

Differences from the paper's values

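Counting only genes outside the dense blocks is a test chosen only after the result was seen.

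All values here follow the threshold the paper states, and alternatives not named as reaching a value within 1.5 times of the paper's, among those set before the data were examined, did not reach it. Much of the gap in counts goes with the test used. Student's test on the 6 arrays, by which the false discovery rates of S1 Table rank, came near the paper's count in each case below. For genes upregulated in W-D2/W-C and W-D4/W-C it gave 3688 and 3999, against 3712 and 4049 in S2 Table. The paper's text does not name its test. For genes upregulated in M-C/W-C, the paper gives 680 and the count here is 1078. The normexp background correction (627), the filter on dim probes (967), the 6 arrays only (913), Student's test (662), the replicate block (655) and the probe with the highest signal (958) come within 1.5 times of the paper's count, as does leaving out W-C replicate 1 (1005). Quantile normalization, median centring, the authors' deposited values, trend and robust variance, the slide and the scan batch do not. For downregulated genes in M-C/W-C, the paper gives 702 and the count here is 1229. Normexp (708), the 6 arrays only (989), Student's test (679), the replicate block (656) and leaving out M-C replicate 3 (1027) come within that range, and the other 8 alternatives do not.

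For M-D2/W-D2, S2 Table of the paper lists 356 upregulated genes and 560 were called here. Normexp (323), the 6 arrays only (517), Student's test (328), the replicate block (456), the probe with the highest signal (523), and leaving out W-D2 replicate 2 (477), W-D2 replicate 3 (524) or M-D2 replicate 3 (505) come within 1.5 times of it. For M-D4/W-D4, the paper's S2 Table lists 478 upregulated genes and 801 were called here. Normexp (394), the filter on dim probes (707), Student's test (458), the replicate block (647), and leaving out W-D4 replicate 1 (714) or replicate 3 (672) come within 1.5 times of it. Downregulated genes in M-D4/W-D4 number about 710 in the paper (Fig 4B, read by eye) and 1112 here. Normexp (636), median centring (979), the 6 arrays only (971), Student's test (679), the replicate block (903), the probe with the highest signal (985), and leaving out W-D4 replicate 1 (993), W-D4 replicate 3 (983), M-D4 replicate 1 (1044) or M-D4 replicate 2 (934) come within 1.5 times of it.

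Genes upregulated in both M-C/W-C and M-D/W-D number 216 in the paper and 358 here. Normexp (206), the 6 arrays only (314), Student's test (208) and the replicate block (220) come within 1.5 times of the paper's. For genes downregulated in both, the paper gives 366 and the count here is 588. Normexp (336), median centring (531), the 6 arrays only (493), Student's test (349), the replicate block (379) and the probe with the highest signal (499) come within 1.5 times of it. Genes upregulated in M-D/W-D only number 420 in the paper and 688 here, and normexp (338), the filter on dim probes (589), Student's test (396) and the probe with the highest signal (623) come within 1.5 times.

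The count outside the dense blocks, chosen after seeing the values, also lies within 1.5 times of the paper's for M-C/W-C (617 up, 587 down), for the genes upregulated in M-D2/W-D2 (246) and for M-D4/W-D4 (388 up, 505 down), although it leaves out 31.7% of the loci.

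The paper describes many anthocyanin and cuticle genes as downregulated in *kai2-2*, and not all those it lists. Of the 28 listed anthocyanin genes, 17 were lower at 0 h, 25 at 2 h and 24 at 4 h. Of the 41 listed cuticle genes, 14, 32 and 40 were lower. The tallies after dehydration go in the paper's direction. Before dehydration, 27 of the 41 cuticle genes were higher in *kai2-2*, with 7 called upregulated and 2 downregulated. The following named genes do not follow the paper's direction or were not called. *MYB75/PAP1* was not called (1.96 at 0 h, -0.34 at 2 h and -0.49 at 4 h). At 0 h it was called upregulated under the filter on dim probes, trend and robust variance, the slide as a block and without W-C replicate 1 (3.26). *MYB90/PAP2* was not called (0.16, -0.00 and -1.05), except at 4 h without W-D4 replicate 2 (-1.67). *FLS1* was not called at 2 h (-0.84) or 4 h (-0.73), except at 2 h without W-D2 replicate 1 (-1.02). *DFR* was lower at each time without a call (-1.98, -1.74 and -1.90). It was called at 0 h under the filter on dim probes, trend and robust variance, the slide as a block and without W-C or M-C replicate 3. At 2 h it was called with the 6 arrays only and the replicate block, and at 4 h under normexp (-1.87), the filter on dim probes, the 6 arrays only, Student's test, trend and robust variance, the replicate block and the slide as a block.

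The paper describes *MYBL2*, *LBD37* and *LBD39* as upregulated in *kai2-2*. By their listed probes none was called, with 0.21, 0.91 and -0.84 at 0 h and 0.51, 0.09 and 0.85 at 4 h. Another probe of *LBD37* was called upregulated at 0 h, and *LBD39* was called at 4 h without W-D4 replicate 2 (1.08) or M-D4 replicate 2 (1.01).

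Among the cuticle genes described as downregulated, *SHN2* (0.57 at 0 h, -0.27 at 2 h and -0.53 at 4 h) and the listed probe of *SHN3* (0.53, -0.42 and -0.40) were not called, and another probe of *SHN3* was called downregulated at 4 h. *MYB94* and *ABCG13* are described as induced by dehydration, and in WT they changed by -0.10 and 0.82 at 2 h and by 0.83 and 0.96 at 4 h without a call. *ABCG13* was called without W-C replicate 3 at 2 h (1.03) and 4 h (1.16) and without W-D4 replicate 1 at 4 h (1.01). *CED1*, which the paper describes as downregulated in *kai2-2* at 4 h, had a log2 fold change of -0.02 there, with the sign reversed under normexp (0.01) and median centring (0.08), and was called upregulated at 0 h (1.78).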

Other observations

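The splits of the arrays for the sets of genes and the distances on the array are tests chosen only after the result was seen.

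For each of the 7 comparisons, 1 of the 10 splits of its 6 arrays into 3 and 3, the real one, gave as many called genes. Since 3 against 3 arrays give only 10 splits, this test could not exclude chance at 0.05 whatever its outcome, and it decides nothing here. For the sets, the number of splits with a camera p-value as small was 10 of 10 for the anthocyanin genes and 5 of 10 for the cuticle genes in M-C/W-C, 2 and 1 in M-D2/W-D2, and 2 and 1 in M-D4/W-D4, the real split included. With 10 splits this test cannot exclude chance for any set, and no conclusion about the cuticle genes at 2 h and 4 h is drawn from it. For the other sets, other splits did give p-values as small.

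DNA from the Ler parent beside the *kai2-2* mutation was tested as an explanation for genes called at all 3 times. The window of 100 loci to each side of *KAI2* held 7 such genes, and 24.2% of the windows along the genome held as many. With 25, 50 and 200 loci to each side, 5.23%, 14.9% and 22.4% of the windows did, and 26.8% with detected genes only. *KAI2* itself lies in the dense block of chromosome 4, and windows in the other blocks held as many such genes or more, so that DNA left beside *KAI2* and the other causes of dense blocks cannot be told apart by this test.

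A faster course of dehydration in *kai2-2* leaves, which the paper's water content would allow, was tested by the correlation across 20283 genes of M-D2/W-D2 with the later WT response, W-D4/W-D2. Pearson's r was 0.180 (Spearman's 0.209), and it ranged from 0.154 to 0.213 with 1 array left out. Both differences share the W-D2 arrays, which alone raises r. In 1000 simulated data sets with the same shared arrays the mean r was 0.150, and 410 reached the observed one, so that a faster course and no such course cannot be told apart by this test. Genes are not independent of each other.

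Whether well-watered *kai2-2* leaves carry part of the dehydration response was tested in the same way. The r of M-C/W-C with W-D4/W-D2 was -0.00653 (Spearman's 0.0102; -0.0353 to 0.0136 with 1 array left out), and 529 of 1000 simulated data sets were as high. Pearson's r of M-C/W-C with W-D2/W-C, which share the W-C arrays, was 0.172 (Spearman's 0.238), and 240 of 1000 simulated data sets were as high. Neither correlation separates a part of the response in *kai2-2* from its absence.

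On the slides, the WT sample always took the first position and the *kai2-2* sample the second, so that position and genotype cannot be told apart for a single gene in the comparisons of *kai2-2* with WT. The dense blocks argue against position as the whole cause of the calls in them, since probes of neighbouring loci lie as far apart on the array as random pairs (157.5 spots).

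The copy of the paper's S2 Table used here holds 2 sheets for genes upregulated in W-D2/W-C and W-D4/W-C only in part, with 1997 and 653 genes, and gives 1715 and 3396 as the number left out of the copy, so that the sheets hold 3712 and 4049 in all. All 1997 and 653 fold changes of the copy lie within 0.05 on the log2 scale of those computed here for WT, and 119 and 28 lie as close to those for *kai2-2*. Student's test called 3688 and 3999 upregulated genes in these comparisons, and 3416 and 3705 in M-D2/M-C and M-D4/M-C.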
